# Involvement of G-quadruplex regions in mammalian replication origin activity

**DOI:** 10.1038/s41467-019-11104-0

**Published:** 2019-07-22

**Authors:** Paulina Prorok, Marie Artufel, Antoine Aze, Philippe Coulombe, Isabelle Peiffer, Laurent Lacroix, Aurore Guédin, Jean-Louis Mergny, Julia Damaschke, Aloys Schepers, Benoit Ballester, Marcel Méchali

**Keywords:** Molecular biology, Origin selection, Chromatin

## Abstract

Genome-wide studies of DNA replication origins revealed that origins preferentially associate with an Origin G-rich Repeated Element (OGRE), potentially forming G-quadruplexes (G4). Here, we functionally address their requirements for DNA replication initiation in a series of independent approaches. Deletion of the OGRE/G4 sequence strongly decreased the corresponding origin activity. Conversely, the insertion of an OGRE/G4 element created a new replication origin. This element also promoted replication of episomal EBV vectors lacking the viral origin, but not if the OGRE/G4 sequence was deleted. A potent G4 ligand, PhenDC3, stabilized G4s but did not alter the global origin activity. However, a set of new, G4-associated origins was created, whereas suppressed origins were largely G4-free. In vitro *Xenopus laevis* replication systems showed that OGRE/G4 sequences are involved in the activation of DNA replication, but not in the pre-replication complex formation. Altogether, these results converge to the functional importance of OGRE/G4 elements in DNA replication initiation.

## Abstract (web summary)

Origins of replications are associated with potential G quadruplexes forming structures (G4s). Here the authors reveal the functional role of G4 elements in DNA replication initiation.

## Introduction

In mammals, around 100,000 potential DNA replication origins (origins throughout the text) are distributed along chromosomes. However, only about 30% is activated in a cell, in an apparent stochastic way. This flexibility in origin choice is considered an important feature for the robustness of DNA replication, and for the adaptation to DNA replication stress and cell fates (for a review)^1^. The second main feature of metazoan origins is their sequence plasticity. Indeed, differently from *Saccharomyces cerevisiae* origins, metazoan origins do not have a unique conserved consensus element. Some genetic and epigenetic characteristics have been identified in the vicinity of origins, but none can be considered to be a universal feature of metazoan origins. Among these features, the Origin G-rich Repeated Element (OGRE) is present in more than 60% of origins, in fly, mouse, and human cells^2–6^. This element can potentially form a G quadruplex (G4) structure (thereafter, such sequence elements are defined as OGRE/G4), and it is upstream of the initiation site (IS) of DNA synthesis, at an average distance of 250–300 bp. This localization could be compatible with the position of the pre-replication complex (pre-RC), and is associated with a nucleosome-free region^4^. The presence of similar elements at human origins has been detected using a different method than those used for mouse^2,6^ and chicken cells^7^, and it was shown that proteins involved in DNA synthesis initiation, ORC^8^, MTBP^9^ and MCM2–7^10^ are also associated to such elements. A functional evidence for the use of this element was reported in chicken cells in a 1.1 kb fragment of the β-globin replication origin flanked by an HS4 insulator included close to a blasticidin resistance transgene under the control of the strong actin promoter^7^. However, it is unclear whether this result can be translated to other model systems, and no analysis has been done so far on a natural replication origin, at its original site or at an ectopic position.

Here we used various experimental approaches to determine whether OGRE/G4 is a functional element at metazoan origins. First, using an in vivo genetic approach at an endogenous locus, we showed that deletion of this motif strongly reduced origin activity in mouse cells. Moreover, an OGRE/G4-containig sequence introduced in an ectopic origin-free region promoted the establishment of a new functional origin. Second, we showed that a plasmid containing an origin with an OGRE/G4 element can replicate in HEK293 cells that express EBNA1 almost as efficiently as plasmids containing the Epstein-Barr virus (EBV) origin OriP, and that deletion of the OGRE/G4 element strongly reduces its replication efficiency. Third, we analyzed the influence of PhenDC3, a known G4 ligand, on origin firing efficiency genome-wide. Fourth, we performed competition experiments in in vitro systems of DNA replication derived from *Xenopus laevis* eggs, and found that G4-forming sequences are competitors that strongly affect DNA replication initiation.

Altogether, all our results converge to the conclusion that G-rich elements, including the OGRE/G4 motif, are functionally important for origin activity.

## Results

### OGRE/G4 elements can form G4 in vitro

We first asked whether the OGRE/G4 motif could form G4 in vitro. Origins were identified from which cells by purification of **S**hort RNA-primed **N**ascent **S**trands (SNS), a procedure that we and others repeatedly found to be accurate for origin analysis in *Drosophila melanogaster*^5^, mouse^2–4^ Arabidopsis thaliana^11^, *Caenorhabditis elegans*^12^, chicken^7^, and human cells^13–15^, and the results of which were confirmed by different approaches^6,10,14,15^. Supplementary Fig. 1 summarizes this procedure (detailed in “Methods” section), and shows the controls used for this analysis.

We tested the capacity of G4 formation by sequences found in the origin vicinity using isothermal difference spectra (IDS) and circular dichroism (CD). To test their propensity to form a G4-structure, we selected origins in different chromatin domains, transcription status and replication activity. Because each sequence needed to be individually synthesized and tested by CD and IDS, we did a selection of 7 origins. The bioinformatics prediction for a potential of G4-structure was first tested at the bioinformatical level, using the G4H algorithm (similar results were obtained with the Quadparser software), and indicated a high capacity for G4-formation for all tested sequenced (Fig. 1a and Supplementary Table 1). Circular dichroism (CD) is a highly sensitive assay, which can determine the conformational state of quadruplex structures^16^. Isothermal differential spectra (IDS) are obtained using a method derived from that for thermal denaturation spectra^17^; they provide information on the nature of the folded structure. Both assays showed that all these sequences exhibited hallmarks of quadruplex formation, as shown by the strong negative peak around 295 nm and the two positive peaks around 240 and 273 nm for IDS (Fig. 1a, left panel), and the strong positive peak around 260 nm with CD (Fig. 1a, right panel). Such data suggested a predominantly parallel quadruplex conformation for all sequences and confirmed G4 formation by these sequences.

**Fig. 1:**
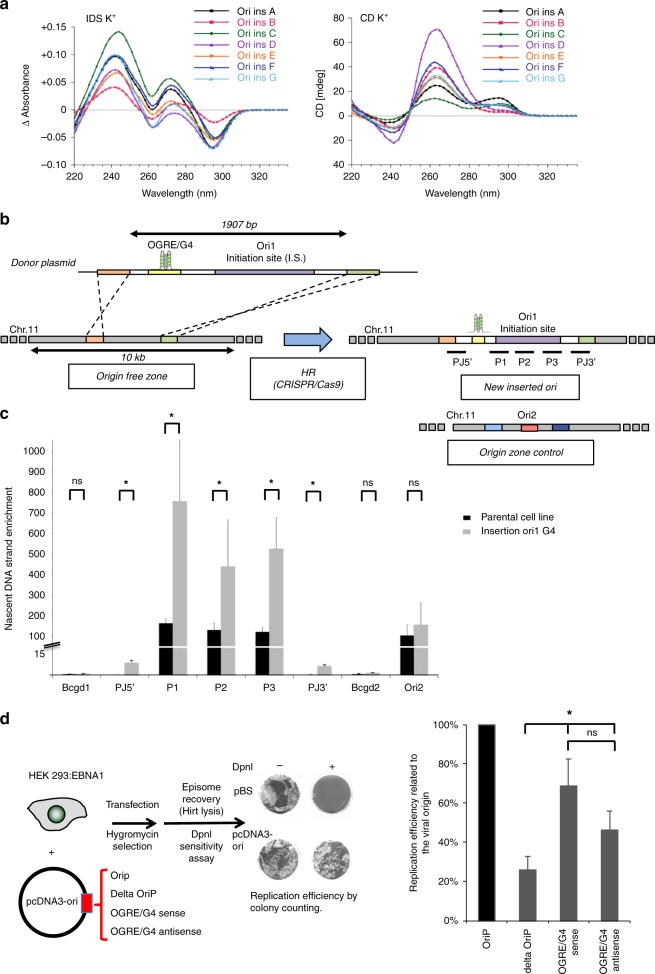
Creation of an ectopic DNA replication origin. **a** Isothermal differential spectra (IDS; left panel) and circular dichroism spectra (CD; right panel) of potential OGRE/G4 sequences fond in the vicinity of replication origins. All tested sequences form G4 structures, as indicated by the strong negative peak around 295 nm and the two positive peaks around 240 and 273 nm (for IDS), and the strong positive peak around 260 nm (CD). The sequences are provided in Supplementary Table 1. **b** Ori1 that contains an OGRE/G4 element 240 bp upstream of the DNA replication initiation site (IS) was inserted by Cas9-stimulated homologous recombination into an origin-free region on chromosome 11 in NIH 3T3 mouse cells. The insertion of the 1907 bp fragment (marked in violet) occurred thanks to the two 500 bp homology arms (orange and green) present on the insertion template. The position of the primers (P) (sequences in Supplementary Table 2) used for the analysis of origin activity is also shown. **c** Ori1 activity in parental (control in black) and recombinant NIH 3T3 cells (in grey). As expected, a two-fold increase in DNA replication activity was detected in recombinant cells compared with parental cells, whereas the external origin Ori2 exhibited the same replication activity in both cell lines. Note that SNS activity was also detected at the 5′ and 3′ junctions of the insertion site, but not in the corresponding control regions. The background control regions Bcgd1 and 2 are located in origin-free regions; results are the mean ± SD of 3 independent experiments; *p* values were obtained using the two-tailed Student’s *t* test; *p ≤ 0.05, *p* > 0.05. **d** Analysis of DNA replication, using the DpnI digestion method and colony counting (“Methods” section), in an EBV episomal plasmid transfected in HEK293 cells that express EBNA1. DNA replication activity was assayed using EBV episomal plasmids that carry or not (Delta) the OriP origin, or a 500 bp fragment of Ori2 containing an OGRE/G4 element in the sense or antisense orientation. Results are the mean ± SD of 3–7 independent experiments; *p* values were obtained using the two-tailed Student’s *t* test; *p ≤ 0.05; ns not significant, *p* > 0.05

### OGRE/G4 elements confer replication origin activity

We then selected a strong and reproducible origin that was present in all our five independent experimental replicates (Ori 1, Supplementary Table 1; Supplementary Fig. 2A shows the raw data in our replicates). The replication origin positions were defined in a genome-wide manner using MACS2 and SICER peaks calling softwares, as previously described^4^. The origin initiation site is the highest NS-enrichment score over the initiation region. The OGRE/G4 motif was located 240 nt upstream of the IS (Fig. 1b and Supplementary Fig. 2A), in agreement with previous results in mouse cells^4^. After insertion of a 1907 bp fragment that included the OGRE/G4-containing Ori1 into a large region devoid of replication or transcription activity (Fig. 1b, Supplementary Fig. 2A–C and “Methods” section), we tested replication activity by SNS purification followed by qPCR with primers for the inserted origin sequence (Supplementary Table 2 and “Methods” section). The replication profiles showed that Ori1 was active at the ectopic position (Fig. 1c). As the inserted sequence was identical to the original sequence, the origin activity observed after the insertion was around twice the activity measured in parental cells. Conversely, the activity of another origin on chromosome 11 (external origin, Ori2) did not change (Fig. 1c).

To functionally assess the importance of the OGRE/G4 motif, we also used another experimental system based on the replication of episomal DNA in mammalian cells. This episomal plasmid harbors the EBV origin OriP that is recognized by the viral protein EBNA1^18^. OriP is a bipartite element consisting of the family of repeats (FR) and the dyad symmetry (DS) element. Both are recognized by EBNA1, favoring the mitotic segregation of the episome and DNA replication during S phase respectively^19^. Interestingly, replication occurs ORC dependently once per cell cycle in synchrony with chromosome replication^20–22^.

After transient transfection of different episomal plasmids (Fig. 1d, left panel) in HEK293 cells that stably express EBNA1, we analyzed episomal DNA replication by DpnI digestion/transformation (Fig. 1d and “Methods” section). DS deletion (deltaOriP) strongly inhibited episomal DNA replication, showing the requirement of an active origin in this system (Fig. 1d, right panel). Insertion of a 500 bp mouse OGRE/G4-containing origin (Ori2; Supplementary Table 1) at the place of OriP (Fig. 1d) also promoted episomal DNA replication almost as efficiently as the viral origin. As previously shown, the OGRE/G4 presence is orientated relative to the initiation site, as initiation occurs always downstream to the OGRE/G4^3,4^. So, when the antisense sequence is used, the initiation site will be in the other direction. In this orientation the origin is still active, as expected, although slightly less possibly because of a different chromatin environment in the reverse direction.

From these results, obtained in two different in vivo systems and using different methods to analyze origin activity, we concluded that an OGRE/G4-containing origin can function ectopically in the genome and also in episomal plasmids.

### Deletion of the OGRE/G4 inhibits replication origin activity

To further confirm that the potential formation of a G4 is important for the origin functionality, we deleted the endogenous OGRE/G4 sequence in Ori1. Co-expression of the Cas9 nickase and two gRNAs targeting this sequence led to the formation of a double-strand break and the subsequent deletion of the targeted sequence (Fig. 2a, “Methods” section and Supplementary Fig. 3A). The strong peak (G4H score > 2) observed in the wild type sequence with G4-Hunter (a tool to predict the propensity of a sequence to form G4) disappeared for both mutated alleles (no signal above 1), strongly suggesting that our targeted deletion removed the putative G4-forming sequence at this locus (Fig. 2b). In order to confirm these predictions, we analysed the circular dichroism (CD) (Supplementary Fig. 3B, left panel) and isothermal differential spectra (IDS) (Supplementary Fig. 3B, right panel) of Ori1 wt sequence and 2 mutated alleles of Ori1. The results indicated a strong capacity of G4-formation by the wt sequence with a strong positive peak around 260 nm on CD spectrum, and a strong negative peak around 295 nm and the two typical positive peaks around 240 and 273 nm on IDS spectrum. In agreement with the bioinformatics predictions these hallmarks of G4-formation are lost in mutated Ori1 alleles. It is noteworthy that the bioinformatics predictions gave a very accurate prediction of G4-forming potential that was confirmed by in vitro CD and IDS spectra analysis for all tested sequences (Fig. 1a, Supplementary Fig. 3B, C).

**Fig. 2:**
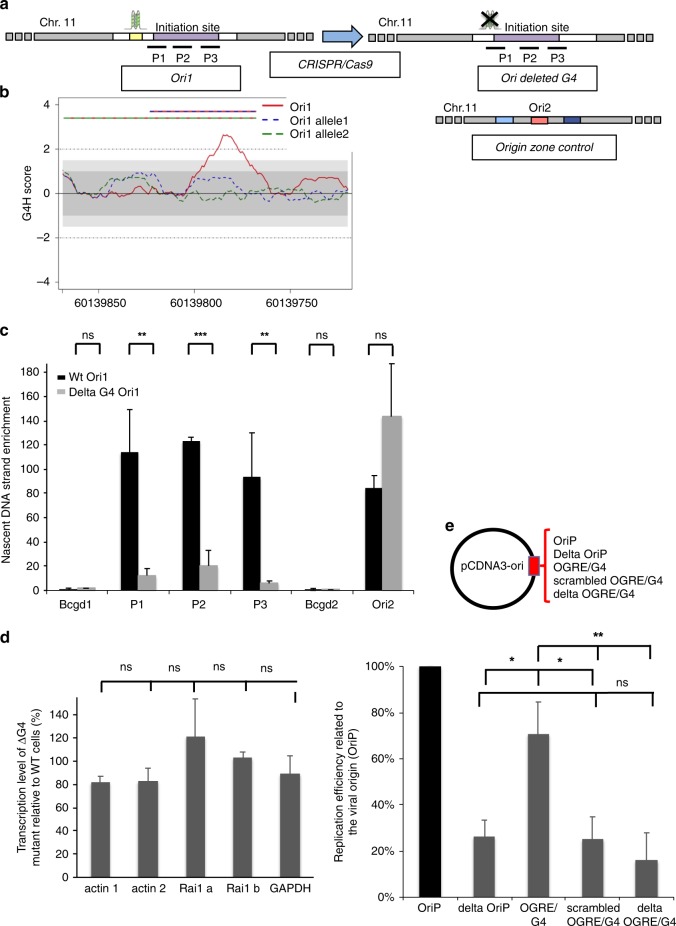
OGRE/G4 deletion strongly decreases the DNA replication activity of an endogenous origin. **a** The OGRE/G4 sequence of an endogenous origin (Ori1) was deleted and the deletion was confirmed using a restriction site close to the targeted sequence (see “Methods” section). **b** G4 formation propensity profiling of the Ori1 sequence targeted for deletion. The Ori1 sequence is located on chromosome 11 and presents a strong peak in the G4-Hunter score profile (red line). Such peak is not present upon OGRE/G4 deletion (alleles 1 and 2, blue and green dotted lines, respectively), and no point above 1 or below −1 is observed. This argues against the probability of G4 formation at this mutated locus. The striped lines on the top indicate the extent of the deletion in allele 1 (red and blue) and allele 2 (green and blue). **c** Nascent strand enrichment of Ori1 in parental NIH 3T3 cell line (black) and in mutant clones with the deletion (grey). Replication activity was strongly decreased after deletion of the OGRE/G4 sequence, whereas the activity of the external origin (Ori 2) did not vary. The background control regions Bcgd1 and 2 are located in origin-free regions. Results are the mean ± SD of 3 independent experiments; *p* values were obtained using the two-tailed Student’s *t* test; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001, *p* > 0.05. **d** Deletion of the OGRE/G4 did not affect the transcription level of the Rai1 gene, associated with Ori1. As a control, the housekeeping genes Actb and Gapdh were used. Results are the mean ± SD of 3 independent experiments; *p* values were obtained using the two-tailed Student’s *t* test; *p* > 0.05. Primer sequences are in Supplementary Table 2. **e** DNA replication activity was assessed as in Fig. 1c with the EBV origin, or with the 500 bp OGRE/G4 element of Ori2, or after scrambling or deletion of the same OGRE/G4 sequence. Results are the mean ± SD of 4–5 independent experiments; *p* values were obtained using the two-tailed Student’s *t* test; *p ≤ 0.05; **p ≤ 0.01; *p* > 0.05. Note that data presented for episome containing delta oriP and OGRE/G4-containing origin were performed independently from results presented in the Fig. 1; ns not significant: *p* > 0.05

Quantification of the origin activity by SNS purification and qPCR analysis showed that in mutant cells, Ori1 replication activity was decreased by 85%, but not that of an external origin (Ori2), also located on chromosome 11 (Fig. 2c). The transcription levels of the *Rai1* gene, associated with Ori1, and of the *Actb* (actin) and *Gapdh* controls were only slightly affected (Fig. 2d), making unlikely an indirect effect due to a transcriptional activity change.

Similarly, deletion of the OGRE/G4 sequence in the episomal vector strongly inhibited episomal DNA replication (Fig. 2e). Randomization of the OGRE/G4 sequence also decreased origin efficiency, suggesting that, at least for Ori2, G-richness *per se* is not sufficient and that G4 formation is an important feature (Fig. 2e). Additionaly, to confim the capacity of G4-formation by Ori2 and its absence in Randomised Ori2 we analysed the circular dichroism (CD) (Supplementary Fig. 3C, left panel) and isothermal differential spectra (IDS) (Supplementary Fig. 3C, right panel) of Ori2 wt sequence and Randomised Ori2. The results unambiguously showed a strong G4-forming potential in the wt sequence that was completely lost in Random mutant.

Altogether, these functional studies indicate that the OGRE/G4 element located upstream of Ori1 is functionally active and positively contributes to origin activity.

### G4-stabilization increases G4-associated origins firing

To better understand the importance of OGRE/G4 elements, we investigated genome-wide whether G4 stabilization could affect origin activity in mouse embryonic stem (ES) cells. 

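Short nascent strands (SNS), the RNA-primed DNA made where replication has just started, were purified from CGR8 mouse ES cells and sequenced (SNS-seq). Cells were grown for 48 h in 0.5% DMSO (control, 3 replicates) or in 10 μM PhenDC3 with the same amount of DMSO (PhenDC3, 2 replicates). The authors mapped the reads to mm10 (GRCm38) with Bowtie2 and called narrow peaks in each replicate with MACS2. Replicates were not pooled, and the names of the peaks show that all lists of a condition were called against a single RNase-treated library of that condition. Peaks that overlapped a broad region found by SICER were kept by the authors. The lists give the position of each peak, its fold enrichment over the RNase-treated library and its −log10 p, whose smallest value in a list lay between 5.01 and 5.03. They hold no read counts, so the depth behind a peak is unknown and a fold change of origin activity between conditions was not computed. The control lists held 120898, 81221 and 79384 peaks in replicates 1, 2 and 3, and the PhenDC3 lists held 144116 and 102407 peaks in replicates 1 and 2. Peaks on the mitochondrial genome (between 7 and 16 in a list) were left out. The median width of a peak lay between 170 and 236 bp. Peaks of the 5 lists that overlapped by at least 1 bp were merged into 246934 regions. Between 41.2% and 70.1% of the peaks of a control replicate lay in a region with a peak of another control replicate. Of the peaks of PhenDC3 replicates 1 and 2, 47.1% and 66.4% lay in a region with a peak of the other replicate. The regions with a peak in at least 2 replicates of a condition were taken as origins, as in the paper (101678 origins). Each origin was then placed in a class by the presence of peaks. Common origins had a peak in at least 2 controls and in both PhenDC3 replicates, new origins in both PhenDC3 replicates and in no control, and suppressed origins in at least 2 controls and in no PhenDC3 replicate. The remaining origins, with a peak in only part of the replicates of 1 or both conditions, are called other. The paper separates insensitive, reduced and reinforced origins by read counts, so these classes have no counterpart of their own here.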

We used PhenDC3 (Fig. 3a), a bisquinolinium compound that has high affinity for G4 and that shows an exceptional selectivity for G-quadruplexes^23,24^ compared with duplexes, as indicated by the increase in melting temperature (ΔT_1/2_; stabilization) of seven different quadruplexes, but not for the control duplex (FdxT) (Supplementary Fig. 4A, and Supplementary Table 3).

**Fig. 3:**
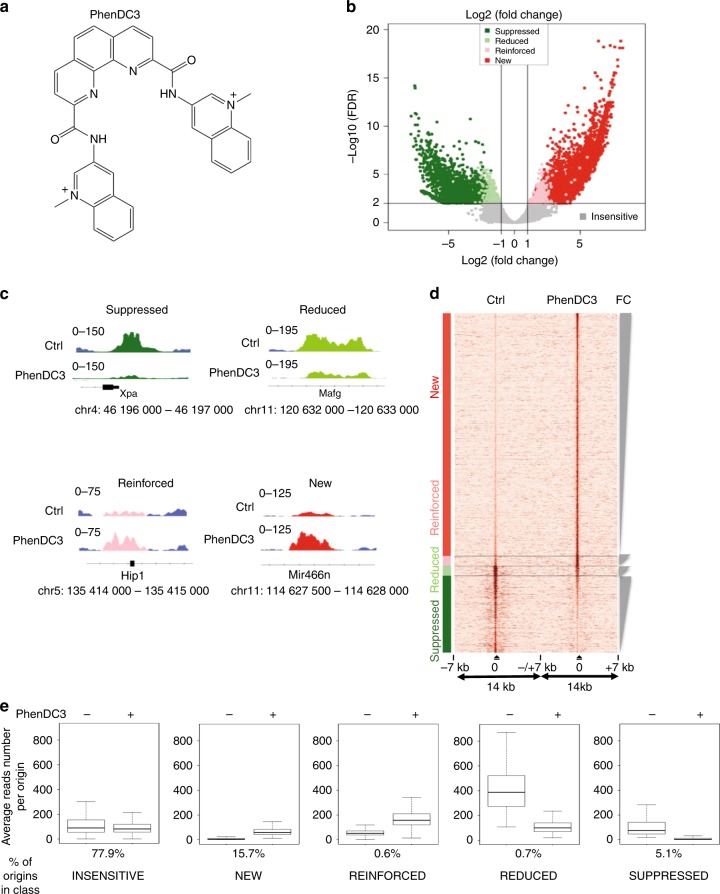
Changes in the replication origin repertoire upon G4 stabilization by PhenDC3. **a** PhenDC3 formula. **b** Volcano plot of origins affected by incubation of mouse ES cells with PhenDC3. After identification of the bound sites in all SNS-seq samples, differential binding analysis was performed. For each origin, the corrected *p* values (false discovery rates, −log10(FDR)) and the log2 fold change (FC) of control and PhenDC3-treated samples were plotted. The horizontal and vertical lines correspond to the thresholds for detecting differential origins. On the basis of the FC and peak reproducibility, origins were classified in five different classes, according to PhenDC3 effect (*suppressed, reduced, reinforced, new, and insensitive*), as described in “Methods” section. **c** Examples of the activity of origins in the indicated classes after incubation with PhenDC3 or in control cells. The corresponding genomic region is indicated and the origin color is according to the corresponding class in the Volcano plot. **d** Heatmap showing the read densities in origins affected by G4 stabilization (PhenDC3-treated vs. Control). The heatmap indicates the signal strength (number of reads) and density around each origin and was performed on 7 kb regions on each side of origins, as previously described^4^. The intensity (brown) is proportional to the read counts per 100 bp bins. Origins were sorted on the basis of the FC in signal strength. **e** Activity of origins (reads number) in each class in control (−) and PhenDC3-treated (+) cells

Compared with control ES cells, incubation with 10 μM PhenDC3 for 48 h, as previously described^25^, did not affect the cell cycle profile (Supplementary Fig. 4B), and the expression and phosphorylation of CHK1, a kinase involved in cell cycle progression and in the DNA damage checkpoint (Supplementary Fig. 4C). Conversely, CHK1 phosphorylation was induced by the genotoxic agents camptothecin (Cpt) and etoposide (Eto). The expression of OCT4, a pluripotency marker, also was not modified by PhenDC3 (Supplementary Fig. 4C).

We used a Volcano plot to identify statistically significant changes in replication origin activity (Fig. 3b). A Volcano plot visualizes the biological effect on the *x*-axis (Log2(fold change, FC)) and the statistical significance on the y-axis (−log10(false discovery rate, FDR)). This analysis allowed to define five origin classes according to their activity in response to PhenDC3: *insensitive*, *new*, *reinforced*, *reduced* or *suppressed (*Fig. 3b–e and Supplementary Table 4). 

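By presence of peaks, 33405 origins were common (32.9% of all origins), 18598 were new (18.3%), 18745 were suppressed (18.4%) and 30930 were other (30.4%). The other origins comprised 11712 with a peak in 2 controls and 1 PhenDC3 replicate, 9102 with a peak in 3 controls and 1 PhenDC3 replicate, and 10116 with a peak in 1 control and both PhenDC3 replicates. Of the suppressed origins, 3711 had a peak in all 3 controls. A peak was present in all 5 samples at 22677 origins. Each pair of samples was set against the other 3 in the same way, to give the numbers that any choice of samples produces. The pair of PhenDC3 replicates shared 18598 regions with none of the other samples, while each of the other pairs shared between 1211 and 10701. With the same number of peaks taken from each list (the strongest 79377), this number was 10351 for the PhenDC3 pair and between 843 and 6985 for the other pairs. Sets defined like the suppressed class, absent from a pair and found in at least 2 of the other 3 samples, held between 6117 and 34980 regions for the other pairs, a range that includes the number of suppressed origins. With equal numbers of peaks, this set held 21632 regions for the PhenDC3 pair and between 8397 and 17806 for the other pairs. With each replicate left out in turn, between 20635 and 71718 origins were new and between 7412 and 30233 suppressed.

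**Figure D1:**
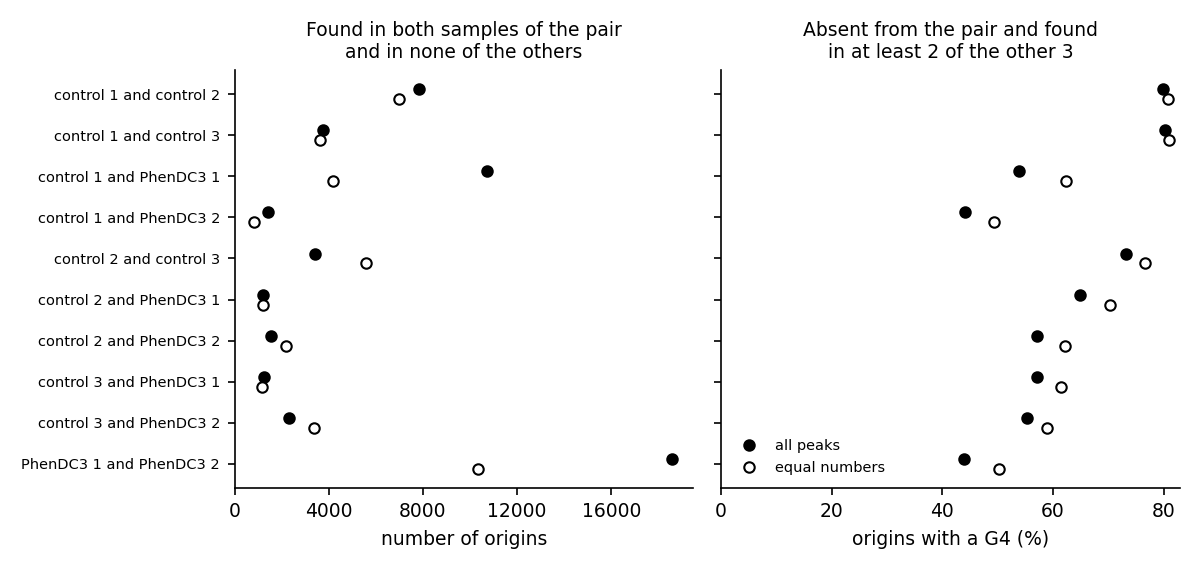
Each pair of the 5 samples set against the other 3. The left panel plots the number of origins found in both samples of the pair and in none of the others, and the right panel the percent of origins with a predicted G4 among those absent from the pair and found in at least 2 of the other 3. Filled points are for all peaks and open points for equal numbers of the strongest peaks; the PhenDC3 pair has the largest number in the left panel, with 18598 and 10351 origins.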

Examples of origins belonging to these classes are shown in Fig. 3c, while the fold change in origin activity for each class is depicted in Supplementary Fig. 4D. 

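At the 4 loci shown, peaks were read from each list, with positions in mm10. The origin at the promoter of Xpa (chromosome 4, 46196264 to 46196695) had a peak in control replicates 1 and 2, with fold enrichments of 3.05 and 4.15, and no peak in control replicate 3 or in either PhenDC3 replicate. It was placed among suppressed origins, and no G4 was predicted within 500 bp of its centre. The origin at the promoter of Mafg (chromosome 11, 120632143 to 120633041), shown as reduced, had peaks in all 5 samples and was common. Its highest fold enrichment was 2.79, 8.93 and 3.19 in control replicates 1, 2 and 3 and 4.20 and 7.15 in PhenDC3 replicates 1 and 2, so that the values of the conditions overlapped. The origin in Hip1 (chromosome 5, 135413993 to 135414486), shown as reinforced, was also common. Its fold enrichment was 3.66 and 4.20 in control replicates 1 and 2 and 8.32 and 5.23 in PhenDC3 replicates 1 and 2, and control replicate 3 had no peak there. A further origin in the same region (135414923 to 135415188), with no G4 within 500 bp of its centre, was present in 2 controls and in no PhenDC3 replicate, and was suppressed. A G4 was predicted within 500 bp of the centre of the common origin, as at the origin near Mir466n (chromosome 11, 114627491 to 114627903). That origin had no control peak, had fold enrichments of 4.58 and 3.68 in PhenDC3 replicates 1 and 2, and was new. The fold enrichment is relative to a different RNase-treated library in each condition, and no test was made on single loci with 3 samples against 2.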

Overall, we did not observe a substantial increase of origins in the presence of PhenDC3 (Supplementary Table 4). 

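Both PhenDC3 replicates had a peak at 62119 origins, and at least 2 controls at 72964 origins. Compared as pairs of samples, control replicates 1 and 2 shared 53445 regions, replicates 1 and 3 shared 46449 and replicates 2 and 3 shared 44050, all fewer than the PhenDC3 pair. This order depended on the length of the lists. With equal numbers of the strongest peaks from each list, the control pairs shared 43423, 38547 and 43484 regions and the PhenDC3 pair 36972. The peaks covered 35.3, 23.2 and 17.2 Mb in control replicates 1, 2 and 3, and 32.3 and 20.8 Mb in PhenDC3 replicates 1 and 2.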

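The deposited lists hold no reads, so the surroundings of an origin were measured by the number of other origins within 7 kb of its centre. This number was 1.72 ± 1.71 (mean ± SD over the origins of the class) for suppressed origins, 0.925 ± 1.26 for new origins, 1.40 ± 1.70 for common origins and 1.36 ± 1.65 for other origins. The mean of suppressed origins was higher than that of new origins by 0.798 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest that this number of resamples can give). The test compares sites, which are not replicates. Of suppressed origins, 25.3% had at least 3 other origins within this distance, against 10.3% of new origins. The difference was 0.496 when origins of the same class were not counted, and 1.31 within 20 kb. Counting only neighbours present in both PhenDC3 replicates, a setting chosen after seeing the data, gave 0.196, and counting only those present in at least 2 controls gave 0.836.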

The heatmap (Fig. 3d) showing read density in the vicinity (±7 kb) of origins indicated that *reduced* and *suppressed* origins were situated in an origin-dense environment as opposed to *reinforced* and *new* origins. Origins that remained at the same position and with a similar activity (PhenDC3 *insensitive*) represented 77.9% of all origins (Fig. 3e). 

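Of the origins present in at least 2 controls, 45.8% had a peak in both PhenDC3 replicates and 74.3% in at least 1 of them. Of the origins present in both PhenDC3 replicates, 53.8% had a peak in at least 2 controls and 70.1% in at least 1. Presence also varied among controls. Of the regions shared by control replicates 1 and 2, 66.4% had a peak in control replicate 3, against 64.0% in PhenDC3 replicate 1 and 65.2% in PhenDC3 replicate 2. Of those shared by control replicates 1 and 3, 76.4% had a peak in control replicate 2, and 67.6% and 73.5% in PhenDC3 replicates 1 and 2. Of those shared by control replicates 2 and 3, the shares were 80.6% in control replicate 1, and 63.3% and 77.3% in PhenDC3 replicates 1 and 2. These shares depend on list length, and PhenDC3 replicate 1 had 144103 peaks against 79377 in control replicate 3. With equal numbers of the strongest peaks, pairs of controls shared between 38547 and 43484 regions. Controls then shared between 26611 and 29984 regions with PhenDC3 replicate 1, and between 31420 and 38973 with PhenDC3 replicate 2. The presence of a peak does not measure whether the activity of an origin stayed at the same level.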

One possible hypothesis could be that formation of a G4 is not essential for the activity of most origins, but this is in contradiction with our functional analyses showing the requirement of the OGRE/G4 element for origin activity (Figs. 1 and 2). A second possibility is that most G4 were normally formed during origin assembly or activation with no need of further stabilization by PhenDC3. It was nevertheless plausible that the genetic, chromatin and transcriptional landscape also influence the activity of G4 origins (see later).

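The strength of an origin was read from the −log10 p and the fold enrichment of its peaks, each ranked within its own list. In PhenDC3 replicate 1, the median peak at a new origin stood at percentile 58.7 of the list by −log10 p, against 63.8 for common origins. In PhenDC3 replicate 2, these percentiles were 42.5 for new origins and 65.5 for common origins. By fold enrichment, the medians were 5.57 for new and 5.17 for common origins in PhenDC3 replicate 1, and 5.03 and 5.11 in PhenDC3 replicate 2. Among peaks at new origins, 12.2% belonged to the strongest 10% of the list by −log10 p in replicate 1 and 5.02% in replicate 2, against 18.0% and 18.6% of the peaks at common origins. No test of these differences was made, because a test on 2 replicates would be too weak to decide.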

Incubation with PhenDC3 also led to a set of *new* origins (15.7% of all origins) with a level of activity comparable to that of *insensitive* origins (Fig. 3e). Two smaller origin classes were represented by *reinforced* and *reduced* origins (0.6 and 0.7%, respectively). Origins *reduced* by PhenDC3 were initially particularly strong, among the top 10% of strongest origins (Fig. 3e). 

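The spread of activity over the peaks of a list was measured by the ratio of the 90th to the 10th percentile of fold enrichment. It was 2.81, 2.60 and 2.96 in control replicates 1, 2 and 3, and 2.40 and 2.42 in PhenDC3 replicates 1 and 2. All controls were above both PhenDC3 replicates (exact permutation test, two-sided p = 0.2, the smallest that 3 samples against 2 allow). At common origins alone, the ratio was 3.29, 2.83 and 3.25 in controls and 2.69 and 2.55 with PhenDC3. Each condition was compared with its own RNase-treated library, which enters every fold enrichment of that condition.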

Overall, we observed that the ligand-mediated G4 stabilization led to a more uniform activity of all origins (Fig. 3e).

We used the RSAT peak-motifs program (see “Methods” section) to find a specific motif in these origin classes. This led to the de novo identification of a G-rich motif upstream the IS, similar to the OGRE/G4 element^2,4^, in all origin classes but for the *suppressed* class (Fig. 4a and Supplementary Fig. 5A). 

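G4 were predicted in the mm10 sequence with G4Hunter at the paper's settings, and an origin was counted as G4-positive if a G4 lay within 500 bp of its centre. Of suppressed origins, 44.0% were G4-positive (95% Wilson confidence interval 43.3% to 44.7%), against 78.7% of common origins (78.3% to 79.1%). The difference of −34.7 percentage points had a p of 1e-300 in Fisher's exact test (two-sided, across sites, which are not replicates; 1e-300 is the smallest value printed). At positions shuffled within each chromosome, 19.4% ± 0.119 (SD over 100 shuffles) were G4-positive. Per sample, the share of G4-positive peaks at suppressed origins was 48.2%, 43.1% and 43.1% in control replicates 1, 2 and 3, and at common origins 75.4%, 78.1% and 76.4%. The difference was smallest, at −18.0 percentage points, when the G4 had to lie within 250 bp of the centre. Between origins of the same GC content it was −34.3 percentage points. The median GC content within 500 bp of the centre was 49.9% at suppressed origins, 50.1% at common origins, 47.3% at new origins and 41.9% at shuffled positions.

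**Figure D2:**
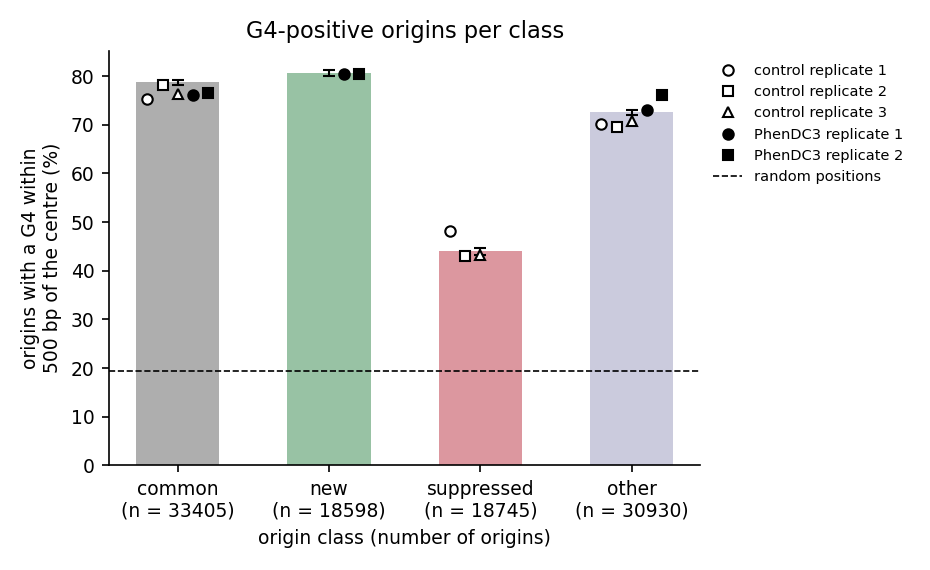
Percent of origins with a predicted G4 within 500 bp of the centre, by origin class. Bars are all origins of the class with the 95% Wilson confidence interval, points are the peaks of each sample at those origins, and the dashed line is the mean of shuffled positions; suppressed origins stand at 44.0% and common origins at 78.7%.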

*Suppressed* origins were G4-poor, and preferentially contained a GC-rich motif (Supplementary Fig. 5A), possibility reflecting the enrichment of these origins in GCI promoters and a link with transcription (see below). In *reduced* origins, the OGRE/G4 element was at almost 400 bp upstream of the IS (Fig. 4b). This could be a consequence of their localization close to a promoter. We concluded that G4 stabilization by PhenDC3 did not reveal any new motif in the replication origin repertoire, but led to the suppression of a discrete origin population that lack the OGRE/G4 sequence. These origins were in origin-dense regions, and their suppression might compensate the appearance of new OGRE/G4-containing origins, favored by their PhenDC3-mediated stabilization.

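Peaks gained and lost were also compared within each replicate number, since the peak names show that the reads of replicate 1 and of replicate 2 were processed differently in both conditions. Between control and PhenDC3 replicate 1, 45.3% of the regions lost and 71.8% of the regions gained were G4-positive. Between control and PhenDC3 replicate 2, these shares were 46.2% and 80.1%. Between pairs of controls the corresponding shares differed by 0.790 to 2.17 percentage points, and between the PhenDC3 replicates by 11.5 percentage points. Among regions absent from another pair of samples and found in at least 2 of the other 3, the G4-positive share was 44.1% for the pair of control replicate 1 and PhenDC3 replicate 2, which differs from that of the suppressed class by less than its counting error, and between 53.8% and 80.3% for the remaining pairs. With equal numbers of peaks from each list, it was 50.3% for the PhenDC3 pair, 49.3% for the pair of control replicate 1 and PhenDC3 replicate 2, and at least 58.9% for the remaining pairs. From the motifs found in each class and the lack of G4 in the suppressed class, the paper concludes that PhenDC3 revealed no other motif and suppressed a population of origins without the OGRE/G4 sequence. It proposes that this loss, in regions dense in origins, compensates for the appearance of new origins that contain the element.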

**Fig. 4:**
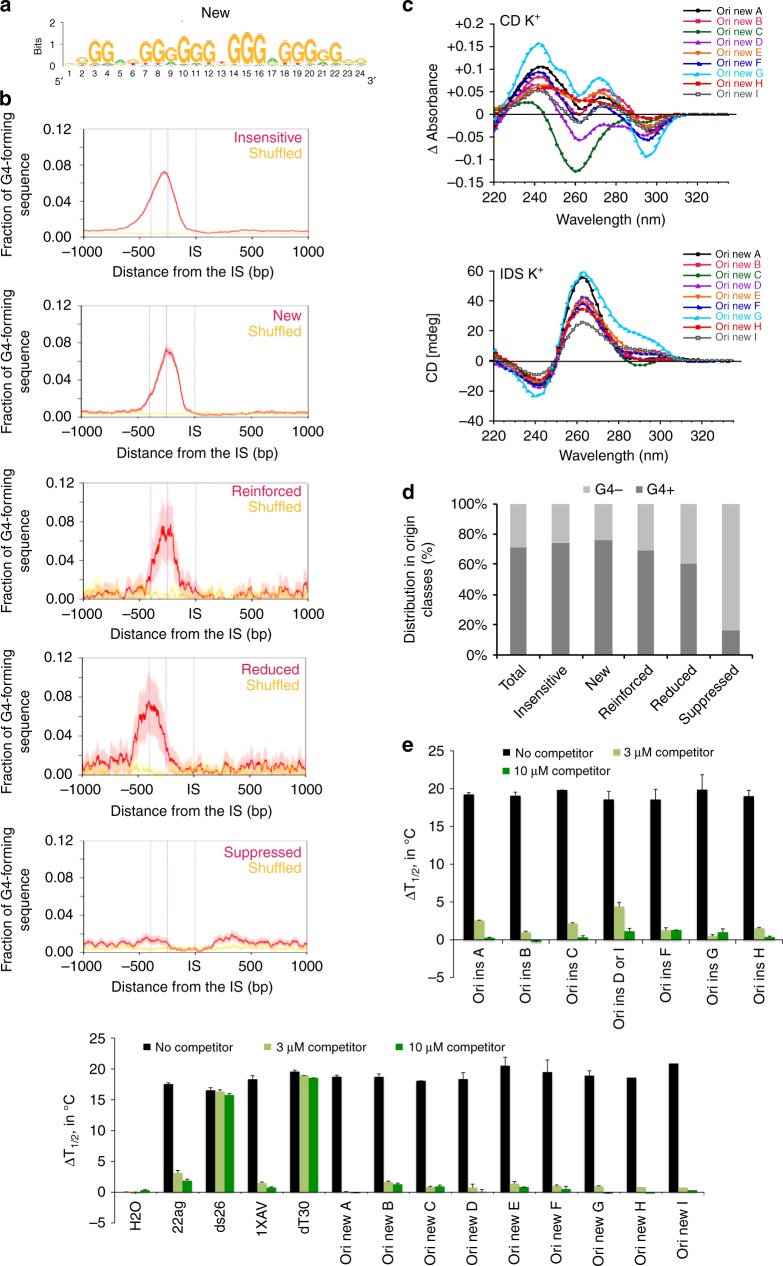
Nature of the OGRE/G4 in the different origin classes. **a** De novo motif found as the most representative in the new origin class using the RSAT suite^60^. For motifs found in the other classes see Supplementary Fig. 5A. **b** Fraction of OGRE/G4 sequences in function of the distance from the IS. The OGRE/G4 motif forms a relatively sharp peak upstream the IS at an average distance of 250 bp in all origin classes, but for the suppressed class. The  CL95% is shown in pink. The fraction of OGRE/G4 sequences in shuffled regions and their CL 95% is shown in yellow and light yellow, respectively. **c** Isothermal differential spectra (IDS; upper panel) and circular dichroism spectra (CD; lower panel) of potential OGRE/G4 sequences associated with the new class of replication origins. All tested sequences form G4 structures, as indicated by the strong negative peak around 295 nm and the two positive peaks around 240 and 273 nm (for IDS, top panel), and the strong positive peak around 260 nm by CD (bottom panel). The IDS suggest that the tested sequences form predominantly G4 in parallel conformation. The possibility to adopt alternative folds, such as anti-parallel G4 structures, for some sequences is indicated by a minor peak around 295 nm. The sequences are provided in Supplementary Table 1. **d** Association of origins with OGRE/G4 motifs in the different classes. Insensitive, new, enforced and reduced origins are mainly G4-associated, but not suppressed origins. **e** FRET competition assays in which stabilization (∆T1/2, in °C) of the human telomeric quadruplex F21T by 0.5 µM PhenDC3 was analyzed in the absence (black bars), or in the presence of G-rich sequences from insensitive (upper panel) and new (lower panel) origins (3 or 10 µM strand concentration; dark green and light green bars, respectively), of positive (22Ag, 1XAV, both forming G4 structures), and negative (ds26 and dT30 are double- and single-stranded controls, respectively) control sequences. The means were obtained in independent expreiments ± SD. Efficient competition by quadruplex-forming oligonucleotides is evidenced by a sharp drop in stabilization. The origin oligonucleotide sequences are provided in Supplementary Table 1

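The position of G4 was measured around the centre of each origin, with G4 on the minus strand mirrored as in the paper. The percent of origins covered by a G4 was highest at −279 bp (upstream) for common origins, with 15.6%, and at −237 bp for new origins, also with 15.6%. For other origins, the maximum was 12.8% at −259 bp. For suppressed origins, it was 4.39% at −315 bp, and coverage averaged 3.78% between 100 and 400 bp upstream and 2.33% at the same distances downstream. For common origins these averages were 11.0% upstream and 1.26% downstream. The position depended on the reference point. Around the summit of the strongest peak of each origin, the maxima of common, new, other and suppressed origins lay at −221, −212, −222 and −220 bp. The differences in position among classes around the centre were thus not seen around the summit. Around the summits of all peaks of a list, the maximum lay between 198 and 238 bp upstream in the 5 samples.

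**Figure D3:**
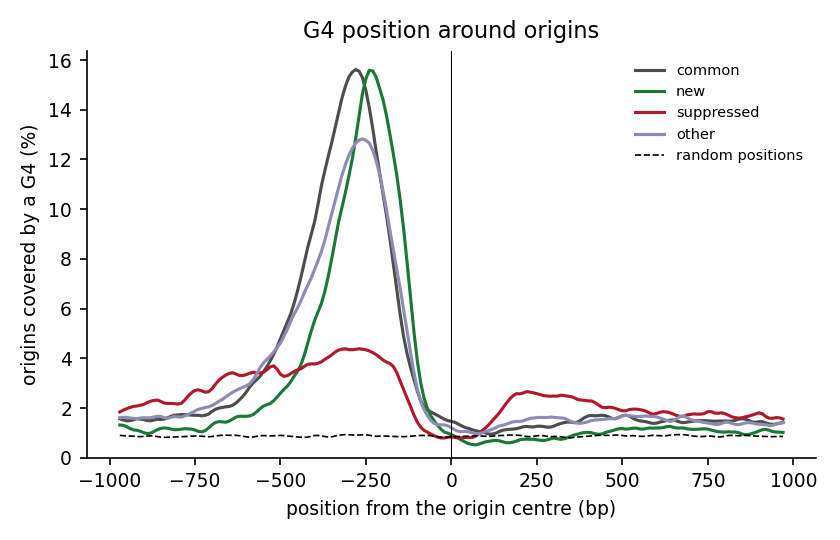
Percent of origins covered by a predicted G4 at each position within 1 kb of the origin centre (in bp, upstream to the left), for each origin class and for shuffled positions. The curves of common and new origins reach 15.6% and that of suppressed origins 4.39%.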

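Of new origins, 80.6% were G4-positive (95% Wilson confidence interval 80.0% to 81.1%), 1.88 percentage points more than common origins (Fisher's exact test, two-sided, p = 3.6e-07). Of other origins, 72.6% were G4-positive, and of all origins 70.8%. Without PhenDC3 replicate 2, the new class differed from the common class by −4.84 percentage points. A peak in the remaining PhenDC3 list alone then made an origin new, which gave 71718 new origins. Under the same rule without PhenDC3 replicate 1, the difference was 3.40. The change of sign can therefore not be assigned to the sample left out. Among the peaks of PhenDC3 replicate 1, 80.4% at new and 76.0% at common origins were G4-positive. In PhenDC3 replicate 2, these shares were 80.5% and 76.5%. Between new and common origins of the same GC content the difference was 0.415 percentage points, and at the same peak strength with PhenDC3 it was 2.64. With a G4Hunter threshold of 1.5, 95.6% of new, 93.1% of common, 90.9% of other and 73.5% of suppressed origins were G4-positive. When the G4 had to lie within 250 bp of the centre, 52.3% of new, 42.0% of common, 40.9% of other and 23.9% of suppressed origins were. The maximum of G4 coverage lay near this distance from the centre, so these shares depend on where the centre of a merged region falls.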

We experimentally tested G4 formation in vitro in a subset of *new* origins using CD and IDS, as previously described (Fig. 1a and Supplementary Table 1 for the full list of tested sequences). All these sequences exhibited the hallmarks of quadruplex formation (Fig. 4c). The presence of a minor peak around 295 nm may indicated the formation of alternative folds (possibly anti-parallel G4 structures) for some sequences.

We then asked whether the five origin classes correlated with putative G4 predicted by the G4-Hunter (G4H)^26^ and Quadparser (QP) algorithms^27^ (Fig. 4d and Supplementary Table 4). The bioinformatics analysis gave highly accurate predictions of G4-forming potential that was confirmed by CD and IDS analysis for several wt and mutant sequences (Fig. 1a, Supplementary Fig. 3B, C). Using stringent parameters, 490,971 G4 were predicted by Quadparser (G-track size min = 3; parameters loop size min = 1, max = 7, Gs permitted in the loop), and 568,806 by G4-Hunter (threshold = 2, window size = 25). 

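On the chromosomes of mm10 without the mitochondrial genome, G4Hunter with a window of 25 and a threshold of 2 found 568806 G4 in 2647521431 sequenced bases. A threshold of 1.5 gave 1512998. Quadparser, with runs of at least 3 G and loops of 1 to 7 bases that may hold G, found 490971 G4 when all runs that follow each other at these distances, 4 or more, were joined into 1 G4. Cutting them into G4 of exactly 4 runs, the form tried first, gave 618646, and the joined form was taken after the paper's number had been compared.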

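With Quadparser, 73.2% of common, 67.5% of other and 42.8% of suppressed origins had a G4 within 500 bp of the centre. Suppressed origins stood −30.4 percentage points from common origins by this measure, and new origins 1.78 percentage points above them (Fisher's exact test, two-sided, p = 9.7e-06). G4 of exactly 4 runs gave 73.1%, 67.3% and 42.7% for the same classes, and 74.9% for new origins.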

Analysis of G4 distribution in each origin class gave similar results with both software programs. This analysis showed no difference in G4 score distribution among classes (Supplementary Fig. 5B; for simplicity, only the results with G4-Hunter are shown), which indicates that G4 strength does not explain our observations.

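The G4Hunter score of the strongest G4 within 500 bp was compared among G4-positive origins. Its median was 2.56 for common origins (quartiles 2.32 and 2.92), 2.52 for new origins (2.28 and 2.76), 2.44 for suppressed origins (2.24 and 2.88) and 2.56 for other origins (2.28 and 2.88). A suppressed origin had the higher score in a share of 0.430 of all pairs with a common origin, ties counted in equal parts, and a new origin in 0.428 (a share of 0.5 is no difference). Both shares had p = 1e-05 in a two-sided permutation test of the mean rank across sites, the smallest that 100000 resamples can give.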

Moreover, we did not find any significant correlation between the length of the OGRE/G4 sequence and the different origin classes (Supplementary Fig. 5A, C), but we detected a slight global effect of the number of OGRE/G4 motifs present close to the IS (Supplementary Fig. 5D).

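The median length of the strongest G4 was 45 bp at common, 42 bp at new, 40 bp at suppressed and 44 bp at other origins. In pairs with a common origin, the longer G4 was at the new origin in a share of 0.417 and at the suppressed origin in a share of 0.433 (two-sided permutation test of the mean rank, p = 1e-05 for each). G4-positive origins had 1.46 ± 0.783 G4 within 500 bp (mean ± SD over sites) in the common class, 1.31 ± 0.581 in the new class, 1.42 ± 0.739 in the suppressed class and 1.43 ± 0.743 in the other class. At least 2 G4 were found at 33.6% of G4-positive common origins, 25.5% of new, 31.2% of suppressed and 31.9% of other origins.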

Finally, to confirm the functional link between PhenDC3 effect and the OGRE/G4 motifs, we used an indirect FRET melting competition assays with OGRE/G4 oligonucleotide sequences from the *insensitive* class (which were the same as tested for G4-formation using CD et IDS) and *new* origin classes as well as unlabeled positive (G4) and negative controls (single- or double-strand oligonucleotides) (Supplementary Table 1). These sequences were added to a mixture containing a double-fluorescently labeled G4 forming sequence (F21T) corresponding to the human telomeric motif, in the presence or absence of PhenDC3. PhenDC3 bound to F21T and increased its melting temperature in a concentration-dependent manner (∆Tm = +29 °C at 1 µM and ≈ +18 °C at 0.5 µM; Fig. 4e) when no competitor was present. Negative control competitors, unable to bind to PhenDC3 (dT30 and DS26; single- and double-strands, respectively) did not affect this stabilization, as expected given the high specificity of PhenDC3 for G4 structures. Conversely, the strong decrease in stabilization observed after addition of origin sequences confirmed the recognition by PhenDC3 of the OGRE/G4 motifs in these origins that acted as strong competitors for PhenDC3 (Fig. 4e). We concluded that PhenDC3 displays high affinity for both *insensitive* and *new* origins, confirming the functional link between PhenDC3 incubation and the observed changes in replication activity.

### Transcription and not G4 govern replication at promoters

Analysis of the genomic location showed that overall, origins were enriched at gene regions, compared with intergenic regions (Fig. 5a), as previously widely observed^28^ and references herein). 

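Gene positions were taken from the curated RefSeq transcripts for mm10, with the paper's order of categories (promoter as 2 kb upstream of a TSS, then transcript, then intergenic). Of origins in at least 2 controls, 59.8% lay in gene regions (promoter or transcript), and of origins in both PhenDC3 replicates 52.4%. Shuffled positions lay in gene regions in 43.2% of cases, with an intergenic share of 56.8% ± 0.142 (SD over 100 shuffles). Intergenic origins were 44.3% of the common, 52.6% of the new, 32.4% of the suppressed and 43.5% of the other class.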

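Promoters held 18.6% of suppressed origins (95% Wilson confidence interval 18.0% to 19.1%), 8.97% of common origins (8.67% to 9.28%), 3.47% of new origins (3.21% to 3.74%) and 10.0% of other origins, against 2.32% ± 0.0549 of shuffled positions (SD over 100 shuffles). The suppressed class exceeded the common class by 9.58 percentage points (Fisher's exact test, two-sided across sites, p = 8.4e-214), and the new class lay below it by a difference of −5.50 percentage points (p = 5.6e-136 from the same test). The enrichment of suppressed origins differed among controls. Of the peaks at suppressed origins, 22.1% and 22.2% were at promoters in control replicates 1 and 2 but 8.02% in control replicate 3. Of all peaks, 12.0%, 14.9% and 6.81% were at promoters in control replicates 1, 2 and 3, and 6.89% and 6.31% in PhenDC3 replicates 1 and 2. Without control replicate 3, 26.8% of suppressed origins were at promoters. Without control replicate 1 or 2, so that a suppressed origin had to have a peak in replicate 3, 9.94% and 9.34% were, 1.83 and 1.63 percentage points above the common class. Within 2 kb on either side of a TSS, the shares were 33.5% of suppressed, 17.9% of common, 7.04% of new and 20.1% of other origins.

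**Figure D4:**
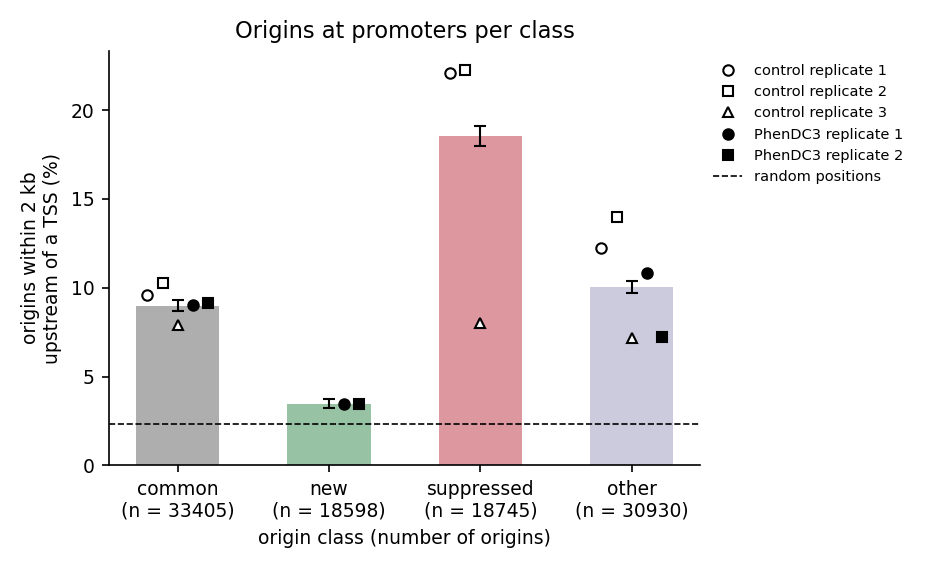
Percent of origins at promoters (2 kb upstream of a TSS), by origin class. Bars are all origins of the class with the 95% Wilson confidence interval, points are the peaks of each sample at those origins, and the dashed line is the mean of shuffled positions; at suppressed origins, control replicates 1 and 2 stand at 22.1% and 22.2% and replicate 3 at 8.02%.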

Remarkably, s*uppressed* and *reduced* origins were highly enriched at promoter regions, whereas the other origin classes were mostly absent from promoters and evenly distributed between transcribed and intragenic regions (Fig. 5b, random origins as dotted lines, and control in Supplementary Fig. 6A), confirming our previous results. Next, we asked whether the five origin classes defined in this study were associated with specific chromatin signatures. Pearson correlation analysis using BEDTools^29^ (see “Methods” section) revealed that *suppressed* and *reduced* origins were strongly correlated with chromatin marks associated with active transcription and with bivalent epigenetic marks (Fig. 5c, control randomized regions in Supplementary Fig. 6B, and reference data in Supplementary Table 5). *Suppressed* and *reduced* origins were also associated with several transcription factors, further confirming the promoter location of these origins. This result also explains why origins from the reduced class exhibited stronger replication activity before G4-stabilisation. These origins were quite strong because of the presence of both G4 and active transcription. The decreased transcription activity at these origins upon G4 stabilisation decreased the stimulating effect of transcription of these origins. *Reinforced* origins were only slightly correlated with enhancer marks (Fig. 5c). Moreover, we observed a strong link between the formation of *new* origins and regions poor in epigenetic marks, but enriched in G4-forming fully methylated sequences (Fig. 5c).

**Fig. 5:**
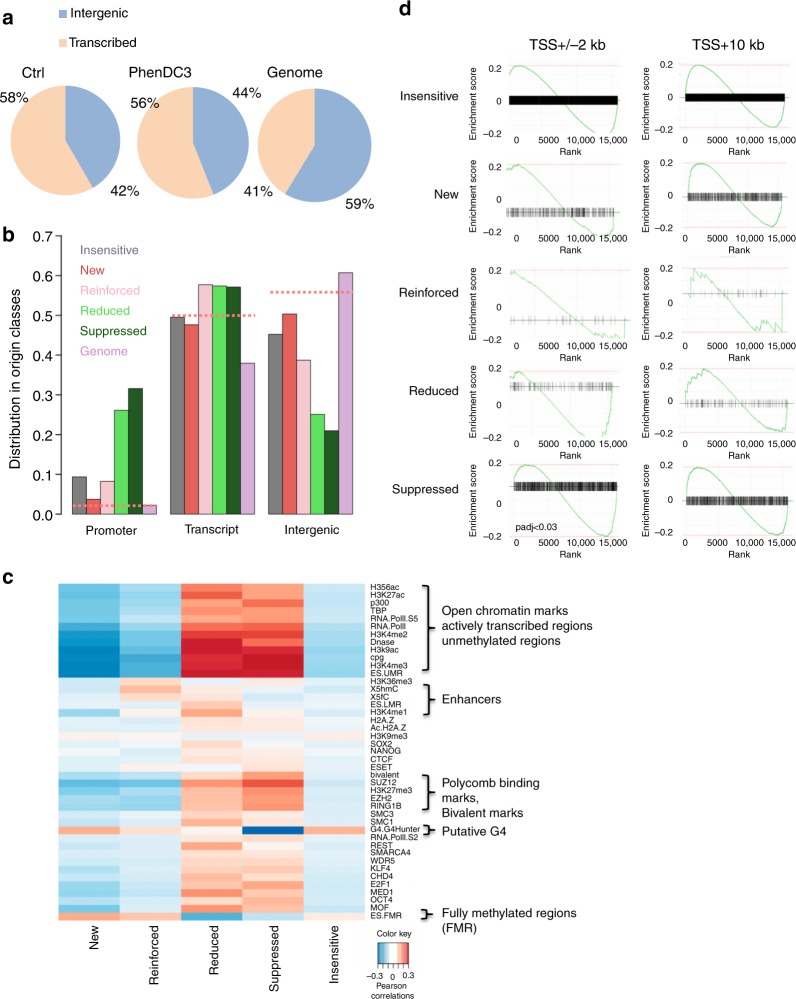
Transcription and epigenetic landscape in the different origin classes. **a** Venn diagrams showing the origin distribution between transcribed and intergenic regions in Control and PhenDC3-treated mES cells, and random distribution (Genome). Replication initiation sites are enriched in gene regions. **b** Genomic localization of the different classes of origins relative to transcription. Downregulated origins (suppressed and reduced) are mainly located at promoters. Random origins (dotted lines) are equally distributed in transcription-related regions. **c** Epigenetic marks associated with the different origin classes. All tested open chromatin marks were enriched around reduced and suppressed origins. New and reinforced origins were located mainly in highly methylated regions. **d** GSEA analysis of origins situated at promoters (TSS ± 2 kb, left panels) or in transcribed regions (TSS + 10 kb, right panels) for each class. A plot is drawn for each gene set. The *x*-axis of each plot represents differentially expressed genes ranked from upregulated (on the left) to downregulated (on the right). The enrichment score is indicated on the *y*-axis. The black horizontal bar indicates the genes present in the gene set. The highest enrichment score indicates the enrichment. If this score is on the left, the enrichment is higher for upregulated genes; if it is on the right, the enrichment is higher for the downregulated genes. Origins associated with the TSS follow the transcription changes upon G4 stabilization, whereas origins located in transcribed regions are insensitive to changes in transcription levels. At gene promoters, GSEA results show a significant association of downregulated genes with the suppressed origin class (after multi-testing correction using the Benjamini–Hochberg method, adjusted *p* < 0.03). The other origin classes show a similar trend, without reaching significance

To further interpret these results, we analyzed the transcriptional output associated with each origin class by RNA-seq analysis of control and PhenDC3-treated ES cell samples (“Methods” section) followed by identification of genes that were differentially expressed in each class using the DESeq2 algorithm (see “Methods” section). 

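RNA of ES cells treated in the same way was sequenced from stranded mRNA libraries (control, n = 3, and PhenDC3, n = 3). The authors mapped the reads with TopHat and counted them on genes with HTSeq-count, and the deposited counts are not normalized. Between 22232014 and 29486502 reads per sample were counted on genes, which the table lists by symbol and Entrez number. The counts were normalized by relative log expression, and 13972 of 24079 genes passed the filter on low counts and were tested with edgeR's quasi-likelihood test. At an adjusted p of at most 0.05 (Benjamini-Hochberg), 5135 genes differed between conditions, 2518 higher and 2617 lower with PhenDC3. An absolute log2 fold change of at least 1 was reached by 1915 of them, and without PhenDC3 replicate 1 the number of genes that differed was 3332. The normalized values of the conditions did not overlap for 7072 of the tested genes (50.6%), where chance gives 10% with 3 samples against 3. The largest rise was that of Baat (Entrez 12012), from 0.0393 ± 0.0366 CPM (SD, n = 3) in controls to 6.45 ± 2.71 CPM with PhenDC3, a log2 fold change of 7.13 (standard error 0.58, adjusted p = 8.8e-05 from edgeR's quasi-likelihood test). Its control values of 0.0724, 0.0456 and 0 CPM were near the floor, so the size of this rise is uncertain. The authors' DESeq2 value for Baat, as control over PhenDC3, was −4.78. Ly6a (Entrez 110454) rose from 3.73 ± 0.576 to 81.3 ± 7.99 CPM, a log2 fold change of 4.44 (standard error 0.16, adjusted p = 5.1e-06 from the same edgeR test). Bhmt, Fbln5 and Usp17lb had log2 fold changes of 4.95, 4.58 and 4.20, and reads of Usp17lb, a member of a family of near-identical genes, could have been split among its copies. The largest fall was that of Lef1 (Entrez 16842), from 25.3 ± 7.13 to 0.405 ± 0.130 CPM, with a log2 fold change of −5.93 (standard error 0.30, adjusted p = 2.6e-05 from the same edgeR test). Gbx2, Vrtn, Slc7a7 and Pou3f1 had log2 fold changes of −5.42, −4.59, −4.12 and −3.90. Vrtn was near the floor with PhenDC3 (mean 0.189 CPM), and its value from the authors, as control over PhenDC3, was 2.17. These 10 genes kept their direction and an adjusted p of at most 0.05 with each replicate left out in turn.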

We computed the enrichment set using the genes associated with each origin class and by considering the origin localization at the promoter (TSS ± 2 kb, left panel) or within the transcribed regions (TSS + 10 kb). We found that origin activity tended to follow the transcriptional output. For instance, *suppressed* origins found at promoters were significantly associated with gene repression (Fig. 5d), as well as *reduced* origins. Conversely, *new* and *reinforced* origins found at promoters tended to be associated with upregulated genes. This is also in agreement with the observation that origins close to TSS are usually highly active, and are downregulated when transcription decreases^1,^^28,30^. 

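Genes were ranked by the sign of their log2 fold change, PhenDC3 over control, and the −log10 of the adjusted p. The background was the 13949 tested genes with an annotated TSS. An origin within 2 kb of a TSS was found for 4238 of these genes in the suppressed class, 4095 in the common class, 824 in the new class and 4326 in the other class, and a gene can belong to several classes. Genes with a suppressed origin at the promoter were enriched among genes higher with PhenDC3, with a normalized enrichment score of 1.19 (fgsea with 10000 permutations of the genes, adjusted p = 7.9e-04 over the 4 classes, with no permutation reaching the score). Their median log2 fold change was 0.045, against 0.0094 for all ranked genes. No promoter set was matched on gene length, with which the log2 fold change rose. The common and other classes had scores of 1.15 and 1.14 in the same direction (adjusted p = 0.0016 from fgsea for each). None of these calls held under camera with an estimated correlation (adjusted p = 0.684 for each) or under fry (adjusted p between 0.167 and 0.168). The direction for suppressed origins depended on the control replicates that define the class. The score was −0.987 without control replicate 1 and −1.04 without control replicate 2 (adjusted p = 0.527 and 0.249 from fgsea), and 1.24 without control replicate 3. With the ranking from the authors' DESeq2 table, turned to PhenDC3 over control, it was 1.14 (adjusted p = 0.0059 from fgsea).

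**Figure D5:**
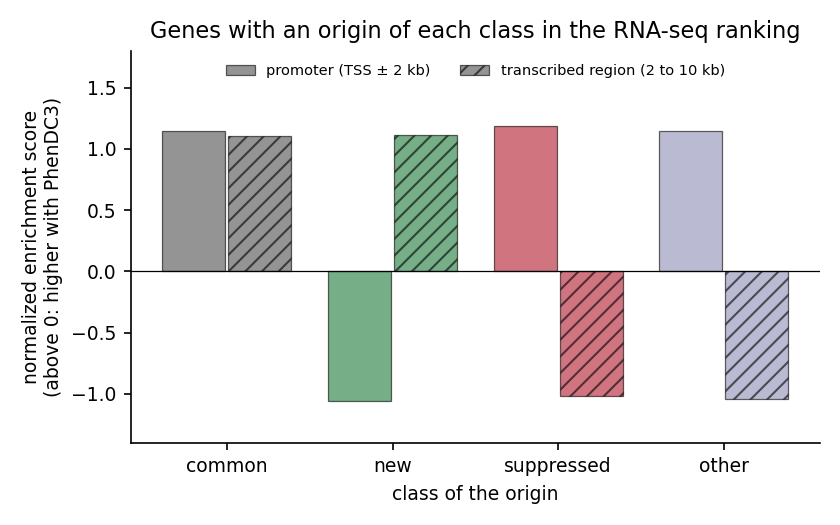
Normalized enrichment score of genes with an origin of each class within 2 kb of a TSS (plain bars) or in the transcribed region (hatched bars), in the ranking of genes by PhenDC3 over control. Scores above 0 stand for genes higher with PhenDC3; at promoters the suppressed class has 1.19 and the new class −1.06.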

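Genes with a new origin at the promoter had a normalized enrichment score toward genes lower with PhenDC3, which did not pass the threshold (−1.06, adjusted p = 0.194 from fgsea). Their median log2 fold change was −0.0060. The direction was the same with each SNS-seq replicate left out, with scores between −1.19 and −1.09. It passed the threshold without control replicate 1 (adjusted p = 0.026 from fgsea). Without PhenDC3 replicate 1 or 2, a peak in the remaining PhenDC3 list alone made an origin new. The set then grew from 824 to 1269 or 3321 genes, with scores of −1.19 and −1.14. Those scores describe larger sets under a looser rule. Reinforced and reduced origins were not separated here. From a significant association of suppressed origins at promoters with gene repression, and a tendency of new origins toward upregulated genes, the paper states that origin activity tended to follow the transcriptional output.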

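For the transcribed region, from 2 kb to 10 kb downstream of a TSS, the sets held 1893 genes in the common class, 951 in the new class, 1271 in the suppressed class and 1694 in the other class. Their normalized enrichment scores were 1.10 for the common, 1.11 for the new, −1.01 for the suppressed and −1.04 for the other class, and none passed the threshold (adjusted p = 0.143, 0.155, 0.368 and 0.271 from fgsea). Camera with an estimated correlation (adjusted p = 0.918 for each class) and fry (adjusted p between 0.510 and 0.901) made no call either. With origins anywhere in the gene body more than 2 kb from a TSS, the scores rose to 1.54, 1.61, 1.37 and 1.45 for the same classes, all toward genes higher with PhenDC3 (adjusted p = 2.0e-04 from fgsea for each). These sets were not matched on gene length. The median log2 fold change went from −0.17 in the shortest of 5 equal groups of genes to 0.22 in the longest. The scores can therefore not be assigned to the origins.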

We did not detect any correlation between replication and transcription changes for origins situated in transcribed regions (Fig. 5d, right panel).

We concluded that *i)* replication origins are enriched in transcribed regions, including promoter; and *ii)* origins situated at promoters are often devoid of OGRE/G4 sequences, and their firing activity strongly depends on the transcription level. Conversely, G4 stabilization might facilitate origin firing in non-genic regions that are less prone to chromatin opening, or spontaneous G4-formation, such as fully methylated regions. In these regions, OGRE/G4 might help replication origin activity through its two main features: the presence of single-stranded DNA in the strand opposite to the G4, and its ability to exclude nucleosomes, and to favor a less energetically demanding origin activity in transcriptionally silent regions.

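Of all origins at promoters, 67.2% were G4-positive (95% Wilson confidence interval 66.3% to 68.1%), against 69.8% of those in transcripts and 72.7% of intergenic origins. Among promoter origins alone, the share was 49.3% for suppressed origins (47.7% to 51.0%), 81.6% for common, 82.9% for new and 70.1% for other origins. Away from promoters, 42.8% of suppressed origins were G4-positive.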

### G4-forming oligonucleotides compete for replication factors

Initiation of DNA replication is a two-step process. First (i.e., replication licensing), pre-RCs are assembled at origins and this includes the binding of ORC, CDC6, CDT1 and the MCM helicase. Then, the MCM helicase is activated and allows the recruitment of the DNA polymerase machinery. To determine whether OGRE/G4 elements could be potential binding sites for proteins involved in these steps, we performed classical oligonucleotide competition experiments in *Xenopus laevis* low-speed egg extracts (LSE). Xenopus LSE is a well defined cell-free system that faithfully reproduce DNA replication in vitro^31^. This reaction is entirely transcription-independent, thus excluding any influence by the transcription process on the assay. Oligonucleotides similar to the endogenous target DNA sequence should compete for the replication activity as opposed to oligonucleotides which are not related to the target sequence. To test whether OGRE/G4 oligonucleotide templates compete for factors involved in DNA synthesis on sperm nuclear chromatin (Fig. 6a), we incubated *X. laevis* LSEs with 80-mer oligonucleotides that contained an OGRE/G4 sequence (from Ori1 used in the CRISPR/Cas9 experiments), or a sequence with the same G content but randomized (random oligonucleotide), or an AT-rich sequence (Supplementary Table 6), or water (mock), or sonicated salmon sperm DNA. The kinetics of nuclear DNA replication (oligonucleotides do not replicate in the extract) were comparable in mock-treated extracts and after addition of sonicated salmon sperm DNA. DNA replication was slightly delayed by incubation with random and AT-rich oligonucleotides, whereas it was nearly abolished by OGRE/G4 oligonucleotides (Fig. 6a, and quantification in Fig. 6b). Differently from LSEs, *X. laevis* high-speed egg extracts (HSE), in which nuclear membranes have been removed, cannot initiate dsDNA replication. However, they can perform all the reactions occurring during complementary DNA strand synthesis, as tested with ssM13 DNA as template^32^ including RNA priming, elongation and ligation of Okazaki fragments, and chromatin assembly coupled to DNA synthesis. In these extracts, DNA synthesis was not affected by pre-incubation with OGRE/G4 or random oligonucleotides (Fig. 6c). We concluded that OGRE/G4 oligonucleotides compete specifically with replication initiation, and have little or no effect on the subsequent steps.

**Fig. 6:**
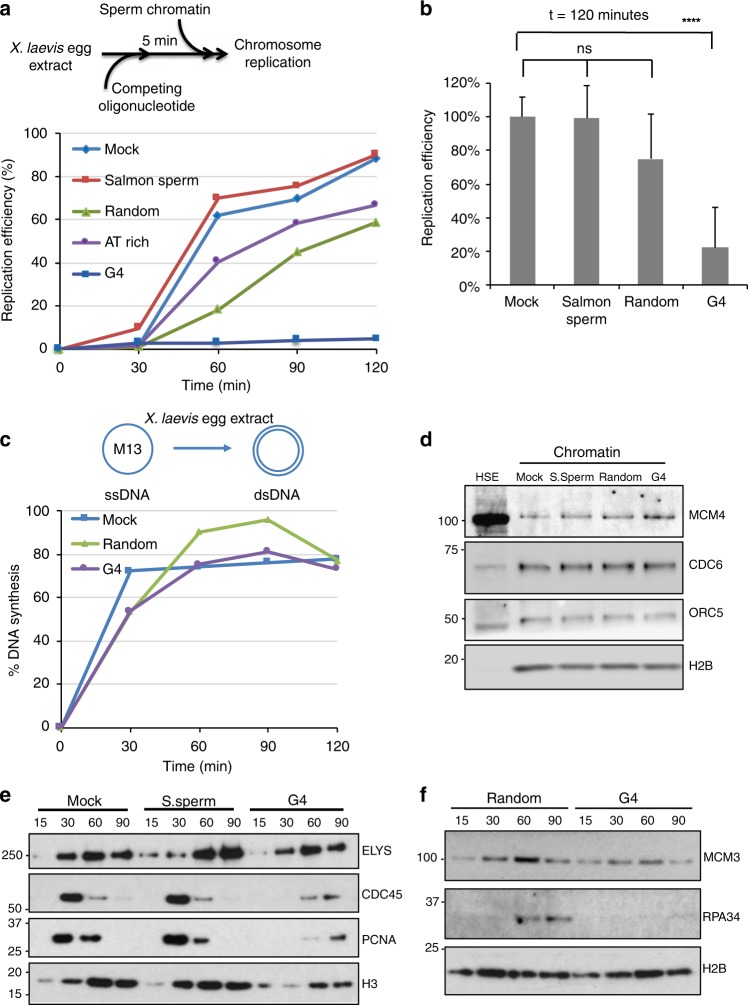
At the activation step of DNA replication, OGRE/G4 elements compete for dsDNA but not for ssDNA replication. **a** Schematic representation of the replication kinetics of sperm nuclei in *X. laevis* low-speed egg extracts (LSE) in the presence of competing double-stranded (ds) oligonucleotides. LSEs were pre-incubated with competing oligonucleotides, sonicated salmon sperm DNA, or ultrapure H2O (mock) at 22 °C for 5 min. **b** Average DNA replication efficiency (mean + SD) of LSEs pre-incubated with competing oligonucleotides or controls (*n* = 6 for mock/salmon sperm DNA pre-incubated extracts, *n* = 3 for mock/random oligonucleotides). Total incubation time was 2 h. *P* values were obtained using the two-tailed Student’s *t* test; ****p < 0.0001, *p* > 0.05. **c** Replication kinetics of ssM13 complementary DNA strand synthesis in *X*. *laevis* high-speed egg extracts (HSE) pre-incubated with the indicated competing oligonucleotides or H2O (mock). **d** Competition by OGRE/G4 oligonucleotides does not affect pre-RC formation. Sperm nuclei were added to HSEs incubated with H2O (mock), sonicated salmon sperm DNA (S.Sperm), or the indicated oligonucleotides. Chromatin was isolated and immunoblotted with the indicated antibodies. Histone H2B level was used as loading control. **e**, **f** Competition by OGRE/G4 oligonucleotides affects DNA replication activation. Time-course analysis of replication initiation factor recruitment to chromatin after addition of sperm nuclei to LSEs pre-incubated with H2O (mock), sonicated salmon sperm DNA (S. sperm), or competing oligonucleotides. At the indicated time points, chromatin was isolated and immunoblotted with the indicated antibodies; ns not significant

### G4 are involved in replication origin firing step

It is unlikely that OGRE/G4 oligonucleotides inhibit DNA replication through checkpoint activation because the DNA damage checkpoint is deficient in *X. laevis* early embryos^33,34^. In agreement, OGRE/G4 oligonucleotides did not induce CHK1 phosphorylation in our in vitro conditions (Supplementary Fig. 7A), differently from incubation with pApT at a concentration that mimics post-midblastula transition conditions known to induce the checkpoint, while pCpG do not^35^ (Supplementary Fig. 7A, lane 5). Moreover, caffeine, a checkpoint inhibitor, did not rescue the inhibition of DNA replication by OGRE/G4 oligonucleotides (Supplementary Fig. 7B), whereas it did it in a control experiment where DNA replication was inhibited by aphidicolin (Supplementary Fig. 7C). Altogether, these findings show that checkpoint activation does not explain the inhibition of DNA replication by OGRE/G4 oligonucleotides.

We then investigated which replication initiation step was inhibited by exogenous G4 oligonucleotides. Pre-RC formation can be analyzed in *X. laevis* HSEs that allow this reaction, but not DNA synthesis initiation. Factors involved in origin recognition (ORC5), the recruitment of the MCM helicase onto DNA, (CDC6), and the MCM complex (MCM4) were similarly loaded on chromatin in mock-treated HSEs and in samples incubated with salmon sperm DNA, random oligonucleotides, or OGRE/G4 oligonucleotides (Fig. 6d). Formation of the nuclear membrane also was not affected, as shown by the chromatin recruitment of ELYS, a protein required for the formation of a functional nuclear membrane^35,36^ (Fig. 6e). Conversely, the recruitment of CDC45, which is needed for DNA synthesis activation^37^, and of factors required for DNA synthesis initiation and for DNA strand elongation (RPA, and PCNA) was strongly decreased (Fig. 6e–f). These results suggest that OGRE/G4 oligonucleotides do not disturb the licensing step of DNA replication, but rather affect the conversion of the pre-RC into the DNA synthesis elongation complex. This result is in agreement with the recent finding that origin firing activity by Mdm2-binding protein (MTBP) in *X. laevis* and human cells is dependent on its G4-binding motif^9^.

## Discussion

Genome-wide analyses of replication initiation profiles first highlighted that metazoan origins were enriched near CpG islands^2,28,38,39^. Then, the G-rich OGRE motif that could potentially form G4 was identified in the mouse and fly genomes^3,4^ and subsequently also in mouse^4^, chicken^7^, fly^5^, and human cells^14,40^. This element was discovered using the SNS purification system coupled with high-throughput sequencing (SNS-seq), which has currently the best resolution to map replication origins^41^. Moreover, G4 presence was detected also using λ exonuclease-independent conditions^6,15,40^, and by genome-wide profiling of human replication origins after pulse labeling of SNS (Ini-Seq)^6,14^.

We used several complementary approaches to address the involvement of G-rich repeated elements and their potential to form G4 structures in the activity of DNA replication origins. Our data confirm that such sequence elements are associated with the majority of active origins, and are localized just upstream of the initiation site. In vivo deletion or insertion of an OGRE/G4-containing wild type origin showed that the OGRE/G4 motif is functionally active. This result was obtained using origins that are present in the mouse genome, as well as using recombinant episomal DNA.

In our ectopic assay, an OGRE/G4-containing fragment from an origin inserted in a region completely devoid of both DNA replication, transcription activity and G4-forming sequences led to the creation of a functional origin. Deletion of the OGRE/G4 element strongly decreased the activity of the origin. However, we cannot rule out that in other genomic regions, other features might stimulate or repress origin activity. Finally, we found that transcription activity of the gene associated with the origin remained unchanged upon origin deletion, indicating that the link between origin activity and transcription activity is not functionally compulsory. Moreover, our G4-stabilization assay suggests that this link is mostly limited to promoter regions.

OGRE/G4 elements exclude nucleosomes at mouse replication origins^4^. Nucleosome-free regions were also observed in *S. cerevisiae* origins^42–45^, although an AT-rich element characterizes their consensus origin-specific ARS element and also plays a role of nucleosome exclusion. OGRE/G4 elements might have a similar function in metazoans. Another possibility is that this sequence is the binding site for a replication initiation factor. In agreement with this hypothesis, recombinant ORC preferentially binds to G4-containing oligonucleotides^8^, as well as MTBP, partner of Treslin, that is involved in activation of origins of replication^9^. RIF1, a protein that regulates the timing of origin activation, also binds to putative G4-forming sequences^46^. Putative G4-forming sequences have also been observed at viral replication origins, such as the Kaposi sarcoma associated virus (KSHV) origin. This origin contains several G4 sequences and allows the stable maintenance of the viral episome in cells, and associates with ORC and MCM proteins^47^. Putative G4-forming sequences are also present at the EBV replication origin, to which EBNA1, the viral protein involved in origin recognition, binds^48^.

We used PhenDC3 as a G4-binding tool to reveal new G4-related features linked to replication origin activity. Incubation with PhenDC3 did not affect the activity of most origins, despite the presence of putative G4 sequences, suggesting that most origins do not need further stabilization by PhenDC3 for their activity. However, G4 stabilization increased the predisposition to become a replication origin for a subset of OGRE/G4-containing origins. These origins are mainly localized in non-coding regions that are poor in epigenetic marks and enriched in fully methylated regions. We propose that PhenDC3 might facilitate the formation of G4 structures in fully methylated regions that are less favorable to their formation^49,50^. The influence of DNA methylation status on G4-folding capacities has been very recently provided^51^ using a G4-recognizing antibody which detected folded G4 structures in hypomethylated regions that overlap with DNMT1 binding sites. DNMT1 is a DNA methyl transferase that restores the DNA methylation pattern just after DNA replication. It has affinity for G4 structures, but surprisingly these structures inhibit its catalytic activity. In this way, DNMT1 can be concentrated in the vicinity of replication start sites and could immediately act on newly synthetized DNA after origin activation. Alternatively, PhenDC3 might facilitate the formation of G4 in heterochromatin structures, and therefore facilitate nucleosome exclusion and the formation of replication initiation complexes.

PhenDC3 incubation also led to the suppression of some origins that lack the OGRE/G4 element. These origins are found in promoters and are significantly associated with gene repression. We suggest that the replication activity of *suppressed* origins is mainly guided by transcription, and is not OGRE/G4-dependent. Transcription increases the activity of all origins close to a TSS when gene transcription is upregulated and decreases their activity when transcription is downregulated. DNA replication can benefit from the open chromatin structure at gene promoters. However, the influence of transcription activity was limited to promoters, and transcription changes did not affect the activity of origins localized in gene bodies. This is in agreement with the observation that transcriptional silencing of the X chromosome does not induce changes in the strength or localization of the tested origins situated in gene bodies^52^. Finally, PhenDC3 incubation reduced the efficiency of a small fraction of origins (0.7%). These few origins were among the strongest ones in control cells, and were mostly associated with promoters. It is possible that the appearance of new origins upon incubation with PhenDC3 reduced the need of very strong origins.

*New* origins represented 71% of all origins affected by PhenDC3-mediated G4 stabilization, and showed a level of activity similar to that of *insensitive* origins. The appearance of these new OGRE/G4-containing origins might compensate the suppression of origins that lack OGRE/G4.

Examination of specific loci during *X. laevis* early development has shown that initiation of DNA replication did not require specific sites^53,54^, in contrast with late development, when site-specific initiation of DNA replication correlates with transcription onset in the embryo^55^. This regulation was explained by the huge excess of replication factors in *X. laevis* eggs, and by the short cell cycle (30 min) without G1 and G2 phases during the first 12 cell cycles after fertilization. Here, we found that OGRE/G4 oligonucleotides, but not random or AT-rich oligonucleotides, are strong competitors for replication origin activity in this system. We showed that this competition is at the level of DNA replication initiation and not at the level of complementary DNA strand synthesis. The pre-incubation with OGRE/G4 oligonucleotides did not affect pre-RC formation on origins, but only DNA synthesis activation. This suggests that some factors involved in this process are sequestered by the competing OGRE/G4 oligonucleotides. Our results might suggest a new explanation to the rapid replication cycles of Xenopus early embryos. Indeed, it is now recognized that potential origins are in large excess relative to those effectively activated in a given cell. The inter-origin spacing in a somatic cell is around 100 kb. If all origins were to be activated in a given cell, this spacing would be less than 10 kb. A full usage of specific origins would be therefore compatible with the speed of DNA replication in *X. laevis* early development.

How could G4 structures be involved in DNA replication initiation? From *E. coli* to higher eukaryotes, origins usually contain an origin recognition site, where the pre-RC is assembled, upstream of the initiation site of DNA synthesis, where nascent DNA strands are initiated by the DNA polymerase machinery. The origin recognition site may play a regulatory role, similar to transcription promoters that are localized 50 to 300 bp upstream of the TSS. An important feature of the OGRE/G4 element is its localization not at the initiation site of DNA synthesis, but 250 bp upstream of it^2–4^, suggesting an interaction with factors involved in the pre-RC. Figure 7 illustrate this position and show that our present data also confirm this position. This localization would fit with the site of assembly of the preRC, in agreement with the observation that recombinant ORC preferentially binds to G4 sequences^8^. However, alternatively OGRE/G4 elements could be part of sequences that regulate DNA synthesis initiation, possibly explaining the present discrepancy between its role in origin recognition and its replication fork stalling activity^56^. It is worth noting that our oligonucleotide experiments in Xenopus egg extracts point out to a role in the activation of DNA replication origins rather than in the assembly of the preRC. Known factors involved in this activation step are the kinase activity (DDK) which phosphorylates MCMs subunits and a complex reaction engaging sevral activating factors factors such as Sld2, Sld3 and GINS, cdc 45, Dbp11. OGRE/G4 elements could play a role in this activation step by helping the recruitment of these factors. G4 sequences can adopt several different G4 structures, which possibly may have different roles in the processing of the preRC to the activation step. Another important feature of OGRE/G4 element is that they are nucleosome-free, in contrast to the initiation site itself which contains a positioned nucleosome^4^. In such, OGRE/G4 may also recruit factors involved in the removal of the positioned nucleosome during the activation step of DNA replication, therefore facilitating the recruitment of the DNA polymerase machinery and its associated factors. From an evolutionary point of view, the use of structural elements, such as a G4-forming sequence, to set the replication program might be advantageous because it is not dependent on strict sequence specificity. As these elements are widely present in the genome, their function could be less affected by potential point mutations than strict consensus sequences.

**Fig. 7:**
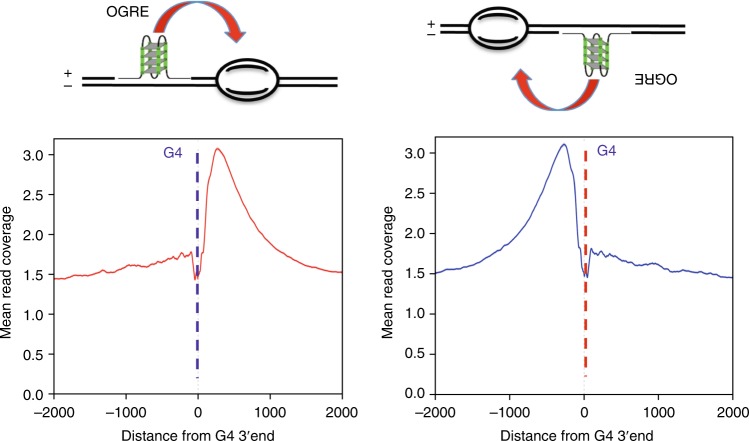
G4 function in the DNA replication initiation. Based of the position of the OGRE/G4 that we already reported^2^ and the corresponding model^3^, we know that the OGRE/G4 element is always upstream of the initiation site itself, either on the + or the − DNA strand (left and right upper panels). In the corresponding lower panels, based on our present data, we confirm again the position of the G4 element relative to the initiation site. The position of the G4 might fit with the position of the preRC, but this does not obligatory imply it will recruit some factors to the pre-RC. First, G4 can adopt several types of structure which themselves might regulate the folding or the replication origin region. Second, G4 might play a role in the removal of the nucleosome positioned at the initiation site itself, a process necessary to load the replication machinery, and therefore regulate activation of DNA replication. Third, because G4 are themselves nucleosome-free regions, they could facilitate DNA helix opening at the initiation site

## Methods

### Cell culture

CGR8 mouse ES cells cells (obtained from Austin Smith’s laboratory, Department of Biochemistry University of Cambridge, UK) were cultured on gelatin-coated dishes (feeder-free, to avoid DNA contamination by mouse embryonic fibroblasts) in Glasgow Minimum Essential Medium (GMEM) supplemented with 2 mM glutamine, 0.05 mM 2-mercaptoethanol, 1000 units/ml Leukemia Inhibitory Factor (LIF) and 10% Fetal Bovine Serum (FBS). To study the effect of G4 stabilization on origin firing, cells were grown in the presence of 0.5% DMSO or 10 μM PhenDC3 (in 0.5% DMSO). NIH3T3 cells (NIH/3T3 (ATCC CRL-1658) were grown in Dulbecco’s modified Eagle’s minimal (DMEM) medium supplemented with 10% FBS.

### Genetic modification using the CRISP/Cas9 technology

#### Surveyor assay

The gRNAs for targeted Cas9-driven genetic modifications were designed using the ZiFiT Targeter Software Version 4.2 (http://zifit.partners.org/ZettoniFiT/Disclaimer.aspx). The specificity of the designed gRNAs was tested in the Surveyor assay using the T7 endonuclease (ref NEB #E3321) with the primers SURV_C_S697, SURV_C_AS697 (for sequences see Supplementary Table 2). Successful modification of the chosen region was confirmed by gel electrophoresis of the obtained products (Supplementary Fig. 2B).

#### Ectopic origin creation and deletion experiments

Ectopic origin creation in mouse NIH 3T3 cells was obtained by lipofectamine (Invitrogen, ref. 18324–012) transfection of the MLM3639 plasmid expressing the Cas9 endonuclease (https://www.addgene.org/42252/), MLM3639 plasmid expressing a gRNA specific to the targeted region (gRNA insertion F, gRNA insertion R) (https://www.addgene.org/43860/), linearized pBluescript plasmid bearing the template for homologous recombination, and pBABE-puro vector encoding the puromycin resistance gene (https://www.addgene.org/34589/). Cells were selected in medium containing 2.5 μg/ml puromycin. The insertion presence was confirmed using the C3 AS1, ori1 G1, A5 S2, and ori1 C1 primers (Supplementary Table 2), and the absence of random insertions of the linearized pBluescript plasmid using the primers pBS1529S and pBS1726AS (Supplementary Table 2). Clones positive for homologous recombination were amplified for nascent strand purification.

### OGRE/G4 deletion from an endogenous origin

Deletion of an OGRE/G4 from an endogenous replication origin was obtained by transfection of the MLM3639 plasmid expressing the Cas9 nickase (hCas9_D10A) (https://www.addgene.org/41816/), two different MLM3639 plasmids to express gRNAs specific to the targeted regions (gRNA Ori1 delG4 1 F, gRNA Ori1 delG4 1 R, gRNA Ori1 delG4 2 F, gRNA Ori1 delG4 2 R; for sequences see Supplementary Table 2), and the pBABE-puro vector encoding the puromycin resistance gene. After puromycin selection, cells were cloned and checked for the presence of mutations using the MslI restrictase that recognizes a specific sequence in the vicinity of the targeted region (for experimental outcome see Supplementary Fig. 3A). The region of interest was amplified from clones bearing mutations using the primers Ori1 742 F and Ori1 742 R (Supplementary Table 2) and subcloned in pBluescript for precise mutation mapping by sequencing.

### RNA-primed short nascent strand (SNS) DNA strand isolation

SNS were purified as described in^4^ and in Supplementary Methods. The Illumina TruSeq ChIP Sample Prep Set A (ref 15034288) was used for preparation of sequencing libraries. Samples were sequenced using the Illumina HiSeq 2000 at the MGX GenomiX facility (Montpellier). To perform local origin mapping, purified nascent strand samples were amplified by qPCR using the specific primers listed in Supplementary Table 2 with the LightCycler 480 SYBR Green Master mix (Roche, ref. 04887352001) on a LightCycler 480 II apparatus (Roche). The nascent strand enrichment was calculated as the ratio of the signal scored at origin-specific and background regions. If not otherwise specified, the statistical analysis was performed with the two-tailed, unpaired *t* test and the enrichment detected in 3 independent experiments. Differences with *p* values ≤ 0.05 were considered as statistically significant.

### Local transcription activity measurement

Total cell RNA was extracted using the RNeasy Mini Kit (ref 74104 Qiagen) and cDNA was synthetized using the First-Strand cDNA Synthesis Kit with SuperScript II and a polyA primer (Invitrogen), according to the manufacturer’s protocol. The transcription activity of selected genes was measured by qPCR with specific primers designed at the exon-intron junctions to avoid amplification from any possible DNA contaminant (Rai1c4ex3–4, Rai1 qPCR130, Gapdh ex4–5, Actb-ex2–3, Actb; see Supplementary Table 2). The relative transcription level was calculated as the transcription level found in the mutated versus parental cell line. The mean ± SD was calculated from three independent experiments and the statistical evaluation was performed with the two-tailed, paired *t* test (*p* value ≤ 0.05 was considered significant).

### Read mapping

Sequenced reads were mapped against the mm10 mouse genome sequence (NCBI GRCm38) using Bowtie2. Origins identification was obtained using MACS2 (version 2.1.0, ref. ^57^ (narrow peaks) and SICER (broad region). MACS2 peaks overlapping SICER regions were considered as actual replication initiation sites (IS). Three biological replicates of control mouse ES cells incubated with 0.5% DMSO and two replicates of mouse ES cells incubated with 10 μM PhenDC3 were used as well as one RNase A-treated sample prior to λ exonuclease digestion (control). Only origins reproducibly present in at least two replicates in each condition were retained for further analysis. For figures representing raw data (UCSC tracks Fig. 3c, and Heatmap Fig. 3d), the mapped reads from replicates incubated with DMSO or PhenDC3 were merged for simplicity. Differential binding analysis was performed using the DESeq2 option in the DiffBind R package (version 1.12.3). The resulting *p* values were subjected to Benjamini–Hochberg multiple testing correction to derive the false discovery rates (FDR); only sites differentially bound with a FDR ≤ 1% were considered as differential. As a negative control for peak clustering, correlation with chromatin marks and motif discovery, the shuffle program from the Bedtools suite (v2.25.0^29^ was used to select random genomic regions of the same number and sizes as the origin peaks.

### Genomic localization

Origin localized at promoters (2 kb upstream TSS) in transcribed and intergenic regions were identified using the GenomicRanges R package and the TxDb.Mmusculus.UCSC.mm10.knownGene, version 3.0.0, genome database. For negative controls, the IS coordinates were shuffled 1000 times while keeping the chromosomal distribution of each class and avoiding long regions lacking genomic information.

### G4 assignation

Putative G4 were identified using the G4-Hunter algorithm^26^ and a score higher than 2. An IS was considered as G4-positive if the G4 (with a G4Hunter_score ≥2) was located ±500 bp from its center. The G4-Hunter score evaluates the propensity of a sequence to form a G4. A sequence with a G4-Hunter score higher than 2 should form a G4; to date, no sequence with such score was unable to form a G4 in classical experimental conditions (37 °C, neutral pH, 100 mM NaCl or KCl).

### G4 profile

G4 location profiles were computed by counting the “G4 location” at the base pair level at ±1 kb from the IS for each origin class. Then, the sum of the coverage, or the G4 ratio for each group, was computed to obtain the G4 profiles for each origin class. Profiles of G4 on the minus strand (CCC) were oriented on the (+) strand.

### RNA-seq and differential gene expression

Total RNA was extracted using the RNeasy Mini Kit (Qiagen; cat 74104), and libraries were prepared using the Illumina TruSeq Stranded mRNA Sample Preparation Kit and sequenced using an Illumina HiSeq 2500 apparatus at the MGX GenomiX facility (Montpellier). The TopHat software (version 2.1.1) was used for splice junction mapping with Bowtie2 (version 2.2.9) for mapping reads. Reads counting on genes was done using HTSeq-count (version 0.6.1p1). Data were normalized to the relative log expression implemented in edgeR (version 3.16.5), and the statistical analysis to identify differentially expressed genes was performed using DESeq2 (version 1.14.1). Differential gene expression was considered when the adjusted *p* value was ≤0.05 after multi-testing correction using the Benjamini–Hochberg method.

### Genomic Set Enrichment Analysis (GSEA)

The GSEA was performed using the R package fgsea (version 1.2.1) and the data obtained in the differential RNA-seq analysis. Genes were ranked from upregulated to downregulated using the adjusted *p* value and the sign of the fold change obtained from the DESeq2 analysis. The enrichment set test was computed with the genes associated with one of the origin classes (suppressed, new, etc.), and the *p* value was computed using 10,000 permutations (origin-gene associations).

### De novo motif discovery

The RSAT peak-motifs program^58^ was used to detect de novo motifs around the IS summits from −1 kb to +1 kb. Among the results, the motif found by positions-analysis for 6–7 nt and with the lowest e-value and the highest significance was selected.

### Episomal DNA replication assay

The HEK-293 cell line that stably expressing EBNA1 (HEK293 EBNA1+) was cultured in DMEM with 10% fetal calf serum and 220 µg/ml neomycin. The HEK293 cells was originally received from DSMZ (DSMZ No: ACC 305). CMV-EBNA1 was stably integrated into the chromosome after linearization and selected with 220 µg/ml Neomycin. Episomal replication was assayed using the Dpn1 digestion method^59^. The reporter plasmids (2 µg) containing the various origin variants were transfected in HEK293 cells that express EBNA1, and the transfection efficiencies were verified by visualizing GFP-positive cells. Six days post-transfection, cells were harvested using the protocol described by Hirt et al.^60^ Isolated DNA was purified by phenol-chloroform extraction and digested with 40 U DpnI (NEB) in the presence of RNase (Roche). Digested DNA (300 ng) was electroporated in Electromax DH10B competent cells (Invitrogen) and ampicillin-resistant colonies, representing the number of recovered plasmids, were counted to estimate the replication efficiency of the episome (presented as the mean ± standard deviation calculated from 3 to 7 independent experiments). Statistical significance was evaluated using the two-tailed, unpaired *t* test (*p* value ≤ 0.05 was considered as significant).

### *X. laevis* egg extract and DNA replication kinetics

Low Speed Egg (LSE) and High-Speed Egg extracts (HSE) were prepared as previously described^61,62^ (for details see Supplementary Methods). Chromosomal DNA replication was assayed by adding demembranated *X. laevis* sperm nuclei to extracts supplemented with [α-32P]-dCTP. For competition assays, extracts were incubated with 2 ng/μl of oligonucleotides (or shared salmon sperm as control, or ultrapure water) at 22 °C for 5 min before sperm nuclei addition. DNA synthesis was monitored by TCA precipitation. Incorporated acid-insoluble material was spotted onto Whatman glass microfiber filters, grade GF/C, and then precipitated with 5% TCA solution containing 2% pyrophosphate. After ethanol washes, filters were dried and the incorporated TCA-precipitated radioactivity was counted in scintillation liquid. M13 replication kinetics were assessed using 400 ng of ssDNA per 50 µl of HSE^62^ pre-incubated or not with oligonucleotides Sperm chromatin purification for protein-binding monitoring was performed as previously described^61^ Briefly, chromatin pellets were resuspended in 2× LB (0.125 M Tris-HCl pH 6.8, 4% SDS, 20% glycerol, 10% 2-β-¬mercaptoethanol and 0.004% bromophenol blue), denatured at 95 °C for 5 min, and then stored at −20 °C or immediately analyzed by SDS-PAGE, using gradient Bis-Tris gels (Thermo Fisher Scientific).

### Antibodies

The antibodies used in this work were against: H3 (Abcam, ab1791, dilution 1/2000), H2B (Abcam, ab1790, dilution 1/2000), phosphorylated CHK1 (Cell Signaling, 2341 S, dilution 1/250), PCNA (Sigma, P8825, dilution 1/2500), RPA34^62^ (dilution 1/500), MCM3^61^ (dilution 1/2000), CDC45^63^ (dilution 1/1000), ELYS^31,64^ (dilution 1/500), MCM4^63^ (dilution 1/1000), anti-Chk1 (dilution 1/500), anti-ORC5 (dilution 1/1000), anti-CDC6^63^ (dilution 1/500), OCT4 (Abcam, ab19857, dilution 1/500), actin (Sigma, A4700, dilution 1/500), HRP-linked ECL anti-mouse IgG (GE Healthcare, NA931V, dilution 1/4000), HRP-linked ECL anti-rabbit IgG (GE Healthcare, NA934V, dilution 1/4000) (For details see Supplementary Table 7).

### Spectroscopic studies

Isothermal difference spectra (IDS) and circular dichroism (CD) measurements were performed as previously described^17,65^. Briefly, the sequences were tested at 4 μM strand concentration in 10 mM LiCaco pH 7.2 with 100 mM KCl. IDS were obtained by computing the difference between the absorbance spectra of unfolded and folded oligonucleotides that were recorded before and after addition of 100 mM KCl, respectively, at 25 °C. CD spectra were recorded at 20 °C after IDS (in K+) on a JASCO-1500 spectropolarimeter using 1 cm path length quartz cuvettes.

### FRET melting assay and FRET competition assay

The tested G4 sequences (Table S3) were labeled with Fam on 5′ and Tamra on 3′. Each sequence was pre-folded at 0.2 µM in 10 mM LiCaco pH 7.2 supplemented with 10 mM KCl and 90 mM LiCl before adding the PhenDC3 ligand (1 µM). Stabilization (increase in T_1/2_, expressed in °C) was plotted for each G4-forming sequence; as a control a dsDNA of the same length were used. In the FRET competition assay, stabilization (∆*T*1/2, in °C) of the human telomeric quadruplex F21T by 0.5 µM PhenDC3 was analyzed in the presence/absence of increasing amounts of each G-rich origin sequence (3 or 10 µM strand concentration).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The SNS-seq and RNA-seq data are deposited at the NCBI GEO (GSE126477) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126477] and [http://rsat-tagc.univ-mrs.fr/g4/g4_data.html]. R scripts used for figure creation are deposited under [https://github.com/LacroixLaurent/G4Hunter_mm10_Ori] and http://rsat-tagc.univ-mrs.fr/g4/g4_data.html]. Data supporting the findings of this study are available within the paper and its supplementary information files, including uncropped scans of the most important blots. All the data are available from the authors upon reasonable request.

# Supplementary material for: Involvement of G-quadruplex regions in mammalian replication origin activity
**Source:** Nat Commun. 2019 Jul 22;10:3274. doi: 10.1038/s41467-019-11104-0

Fig 6D

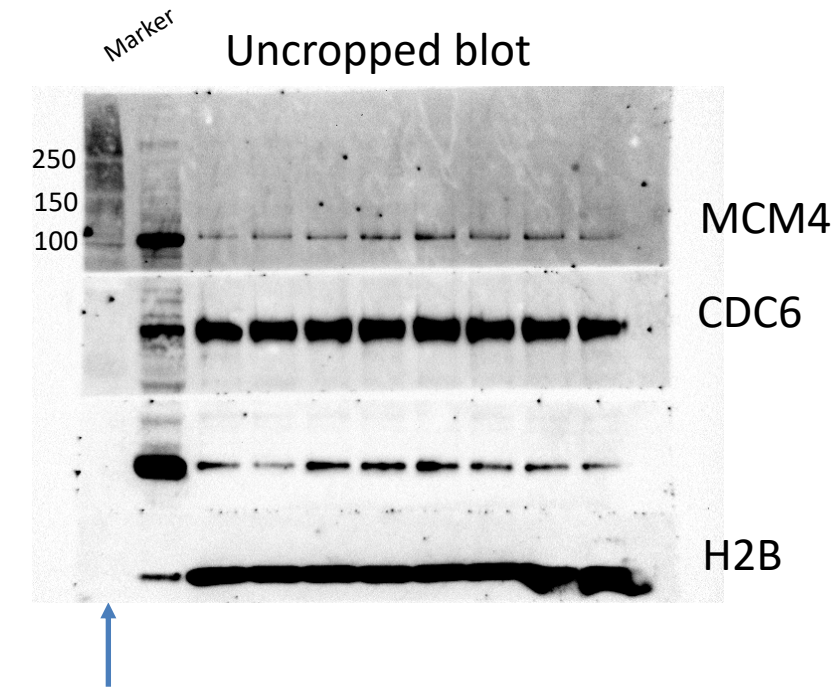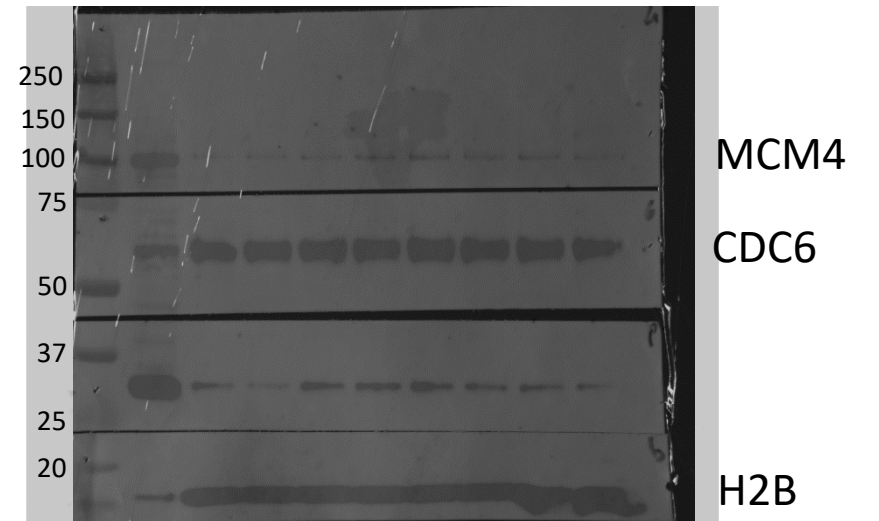

Uncropped ladder  
visible on membranes

Membranes overlaid with developed  
films after exposure to protein-  
antibody complexes on the western  
blot membrane: permits to align the  
corresponding MW markers

Fig 6D

60sec exposure

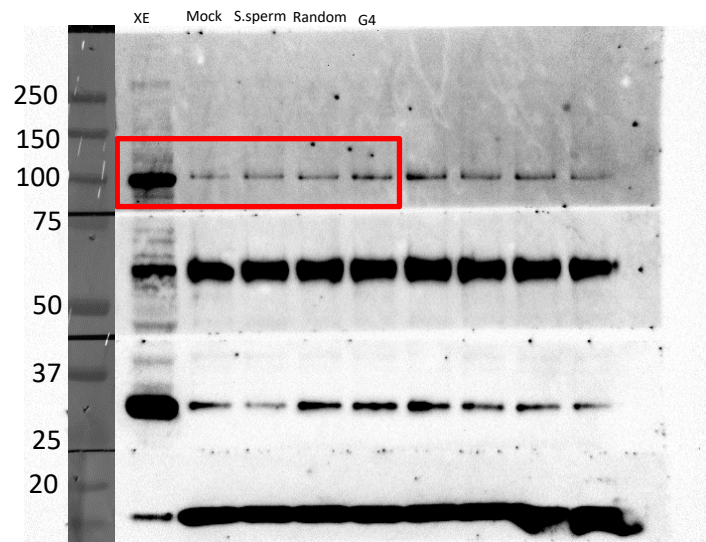

15sec exposure

MCM4

CDC6

H2B

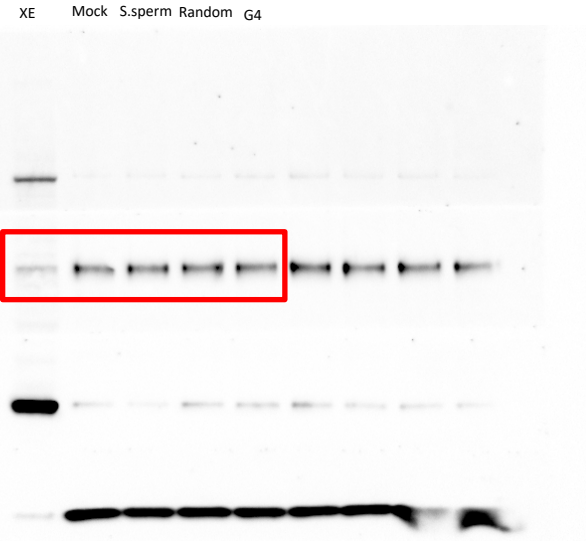

4sec exposure

H2B

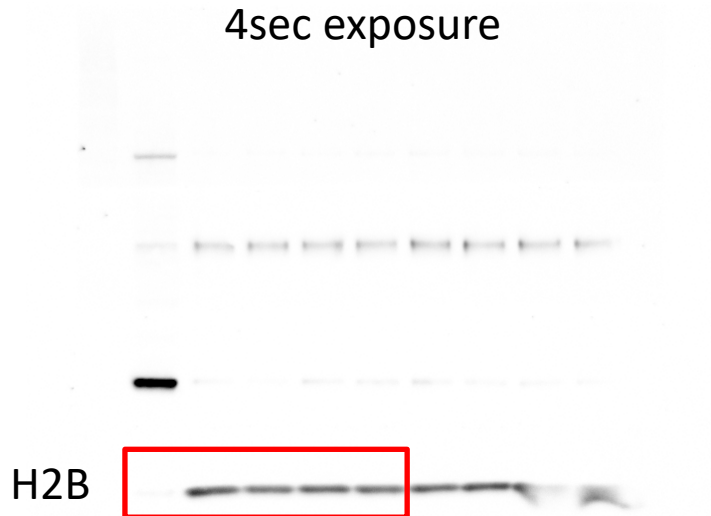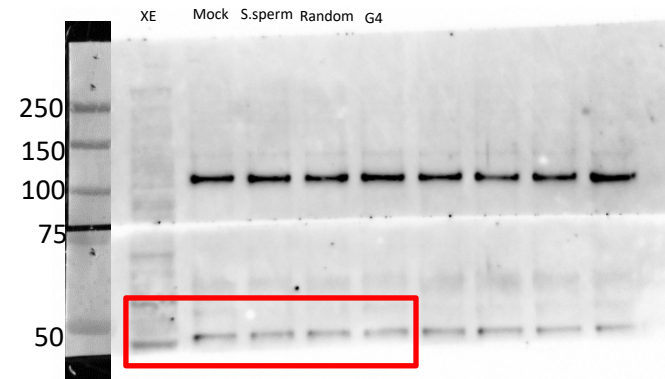

ORC5  
(re-blot)

Fig SI 7A

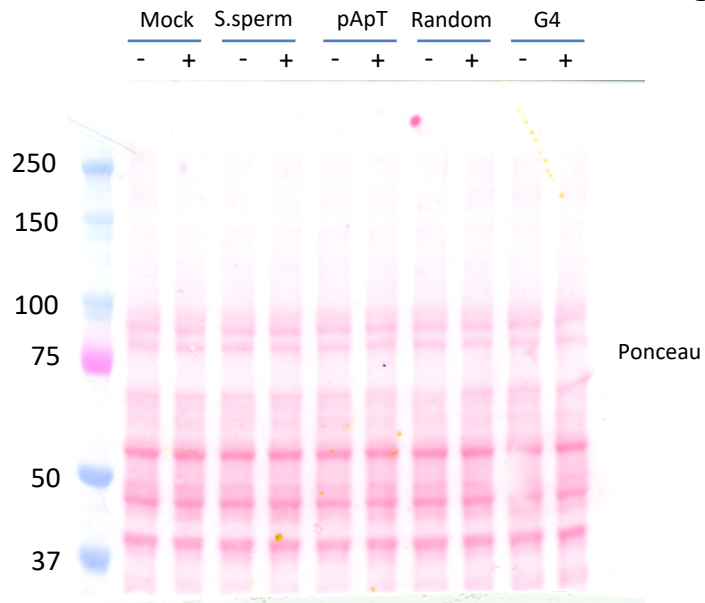

Uncropped blot

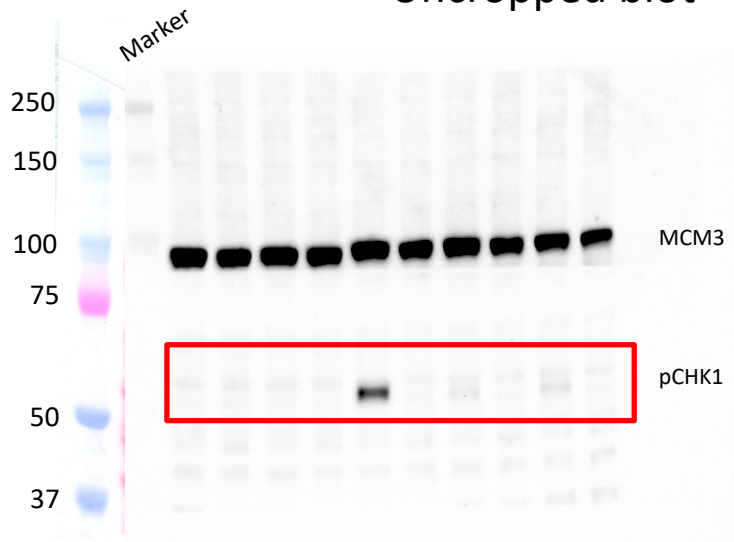

Marker –high molecular weight proteins of marker can be weakly seen after on photographic films upon development due to weak unspecific antibody binding

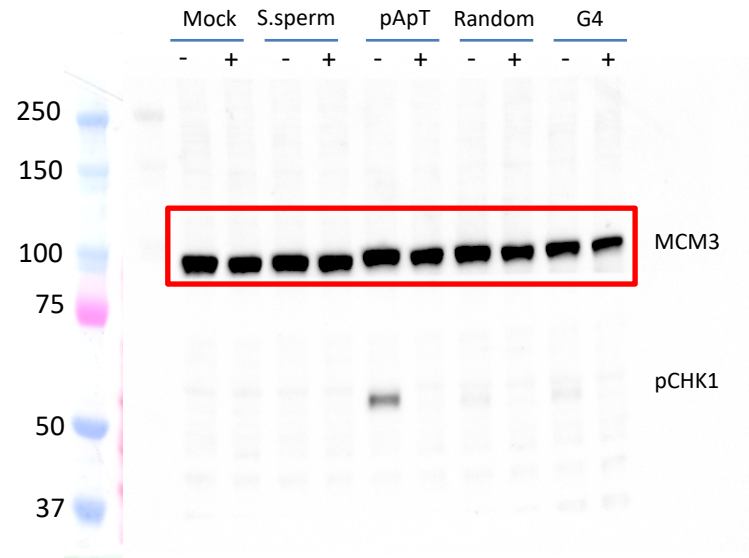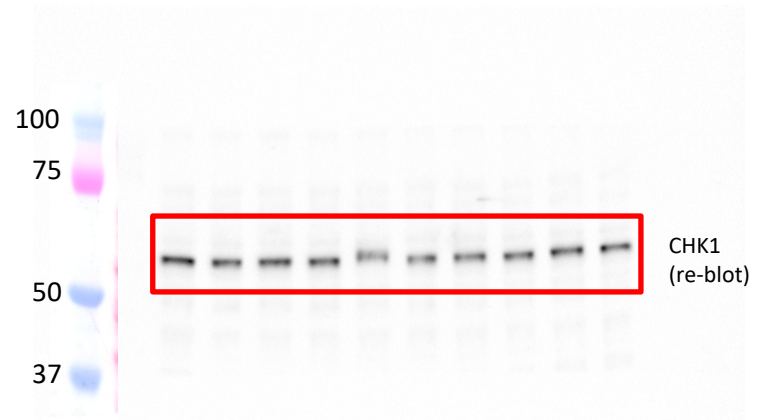

# Fig SI 3A

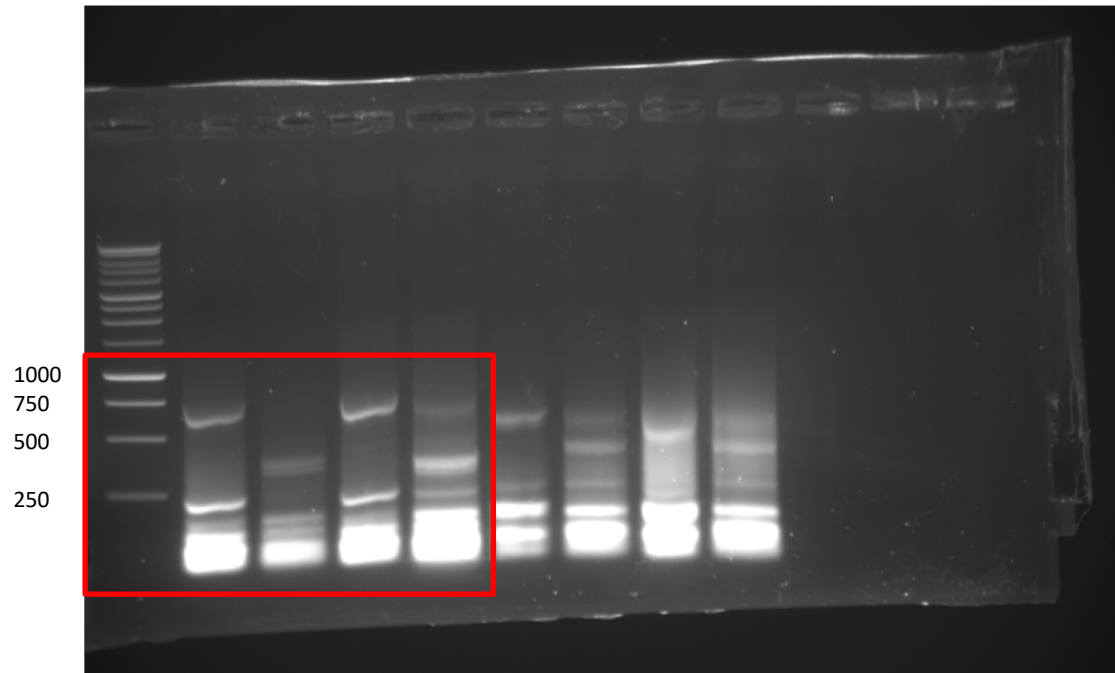

↓  
Cas9    -    -    +    +  
MslI    -    +    -    +

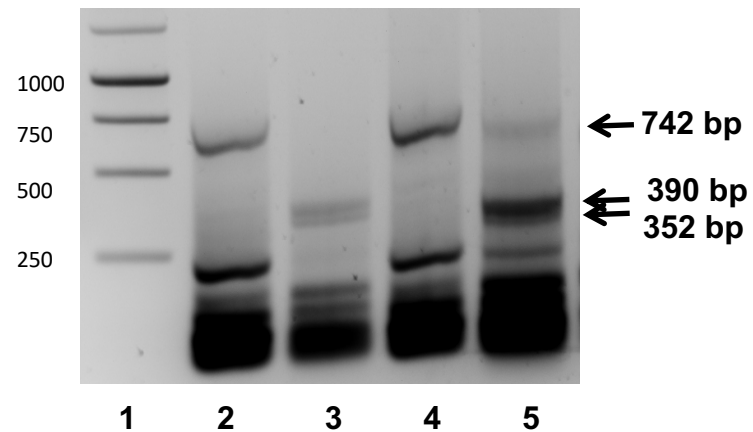

**Supplement:** Supplementary file 4 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

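Replication origins and gene expression were re-analysed in CGR8 mouse ES cells grown for 48 h in 0.5% DMSO (control) or in 10 μM PhenDC3 with 0.5% DMSO, from files that the authors deposited. SNS-seq was available for 3 control and 2 PhenDC3 replicates, and RNA-seq for 3 replicates of each condition. An RNase-treated SNS-seq library of each condition enters the peak calls and was not analysed on its own here.

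For SNS-seq, the authors trimmed the reads, mapped them to mm10 (GRCm38) with Bowtie2, called narrow peaks with MACS2 in each replicate against the RNase-treated library of the same condition, and kept the peaks that overlapped a SICER region. The deposited lists give the ratio of each peak to the RNase-treated library as a fold enrichment, and the significance that the authors' caller computed as −log10 of a p-value and of a q-value. The fold enrichment and the −log10 p were used to rank peaks within a list, and the position of the summit to place profiles. No list gives read counts, so the depth per sample is unknown, and confidence intervals on shares of origins cover counting error only. For RNA-seq, the authors mapped reads with TopHat and Bowtie2 and counted them on genes with HTSeq-count, and the deposited counts are raw. The paper's text names no genome build, annotation or strand setting for the counting. The authors also deposited a table from DESeq2 with the mean normalized signal of each gene over the 6 samples, a log2 fold change with its standard error, and p-values. Its log2 fold changes are those of control over PhenDC3, and the authors' values were turned round wherever they were used as an alternative ranking, except where stated. A further deposited table of normalized pseudo-counts was not used, since the raw counts of the same samples were.

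Origins and their classes were defined as given with the SNS-seq data. In place of the differential binding analysis of the paper, which needs reads, the classes rest on the presence of peaks, since the lists turned out to hold no counts. G4 were predicted on both strands of mm10 with G4Hunter (window 25, threshold 2, alternatively 1.5) and with Quadparser (runs of at least 3 G, loops of 1 to 7 bases). Quadparser was first written for exactly 4 runs and was changed to joined runs once the number that the paper reports had been compared. An origin was G4-positive with a G4 within 500 bp of its centre. Profiles cover 1 kb on each side, smoothed over 25 bp. Random levels come from 100 shuffles of all origins within their chromosomes. Promoters were the 2 kb upstream of the TSS of curated RefSeq transcripts (45723 transcripts of 26147 genes), an annotation other than the one the paper names. Shares were compared with Fisher's exact test (two-sided, across sites), with 95% Wilson intervals, and p-values under 1e-300 are printed as 1e-300. Means across sites were compared with permutation tests (100000 resamples, two-sided), and samples with exact permutation tests.

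Gene expression was compared with edgeR's quasi-likelihood test (robust fit, relative log expression normalization, filterByExpr) and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p of at most 0.05. The 6 samples had between 22232014 and 29486502 counts. The count table holds 24079 genes by symbol and Entrez number, and 17 of them repeat the symbol of another gene. No entry of the table stands for unassigned reads. The rule for the genes named in the text and the alternatives were set before the data were examined, except where stated. The genes named are the 5 largest rises and the 5 largest falls among genes with an adjusted p of at most 0.05, a mean CPM of at least 1 and no overlap between the conditions, every gene the paper names for these experiments, and the genes of 3 lists (10 pluripotency genes, 10 targets of p53 and 19 genes listed as replication factors of the paper). Mdm2, a target of p53, is also in the list of replication factors by mistake, since the paper names it only within the name of Mtbp. A list's median log2 fold change was compared with 10000 random lists of the same size, matched on mean expression. Gene set enrichment used fgsea as in the paper, with a ranking from the edgeR test in place of DESeq2 and without the 2 kb next to the TSS in the transcribed region (10000 permutations, genes ranked by the sign of the fold change and −log10 of the adjusted p, Benjamini-Hochberg adjustment over the 4 classes) for genes with an origin of a class within 2 kb of a TSS, or within the first 10 kb of the transcribed region and more than 2 kb from the TSS. The background was all tested genes with an annotated TSS.

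The alternatives were a required overlap of 50% of the shorter peak, the stronger part of each list by −log10 p (above its median), equal numbers of peaks, looser classes, each replicate left out, the G4 thresholds and distances above, origins at promoters and elsewhere, promoters on both sides of the TSS, neighbouring origins counted without those of the same class or within 20 kb in place of 7 kb, TMM normalization, DESeq2, no filter or at least 10 counts in every sample, an absolute log2 fold change of at least 1, the replicate number as a block, a ranking by unadjusted p or from the deposited DESeq2 table, a background of genes with an origin in the region, origins in the whole gene body, and camera with an estimated correlation and fry in place of fgsea. Added after the data had been seen were G4 of exactly 4 runs, distances from the summit, suppressed origins in all 3 controls, promoters from GENCODE vM21, neighbours of a single condition, the replication list without Mdm2, and the deposited fold change with its sign as it stands.

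The tests on counts, the classes of origins and the gene set enrichment were tested on simulated data with known answers, and the search for G4 on short sequences made for it. With 200 genes changed in simulated counts for the comparison of PhenDC3 and control, 95.0% were recovered among 13977 genes tested, and 13 unchanged genes were called. In simulated peak lists of 5 samples with 4000 sites, 100% of each simulated class was recovered. The simulated sites were common, new, suppressed or not reproduced, and none belonged to the other class. Peaks of a site always overlapped, and those of different sites never merged. This therefore checks the assignment of classes and not its errors in real lists. A set of 150 genes moved up in the RNA-seq ranking of 13949 genes had a normalized enrichment score of 3.29. The tools were R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The differential classes of the paper, chromatin marks, methylation and read heatmaps were left out, because they need reads or other data sets that were not used here. The motif search of the paper was not repeated.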

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

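The tests against gene length and normalization, and the test of the pluripotency list against expression level, were chosen only after the result was seen.

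The 10 targets of p53 stood out in the RNA-seq data as genes the paper does not discuss. Their median log2 fold change, PhenDC3 over control, was 1.10, and 7 of them had an adjusted p of at most 0.05 (edgeR's quasi-likelihood test), all of these higher with PhenDC3. The number was also 7 when adjusted over the list alone. Trp53inp1 rose most, with a log2 fold change of 2.14 (standard error 0.13), and Cdkn1a and Mdm2 had 1.24 each. Bax and Bbc3 did not rise, with log2 fold changes of −0.17 and −0.018, and Zmat3 lost its call without control replicate 1 or 2 and without PhenDC3 replicate 1 or 3. The median stayed between 1.03 and 1.09 with each replicate left out. The tables argue against 3 technical explanations as the whole cause. A normalization factor moves all genes of a sample alike, whereas the list stood 1.14 above the median of random lists matched on mean expression. TMM and DESeq2 moved the median of all genes too little to test this. Of 10000 such lists, 0% had as high a median, and of 10000 lists matched on gene length, also 0%. Sequencing batch stays open, because no batch is given for the samples, as do reads shared with related genes. A response of p53 targets to PhenDC3 may explain the rise, as a hypothesis found and tested on the same data. The paper reports that the same treatment changed neither the level nor the phosphorylation of CHK1 in ES cells, so that no activation of this checkpoint was seen there. Levels of p53 protein were not analysed here.

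The 10 pluripotency genes had a median log2 fold change of 0.52, also in genes the paper does not discuss for RNA-seq. At an adjusted p of at most 0.05 (edgeR's quasi-likelihood test), 5 were higher with PhenDC3 and 1 was lower, and the numbers were the same when adjusted over the list alone. Tbx3, Tfcp2l1, Dppa3, Nanog and Klf4 rose, with log2 fold changes of 1.82, 1.62, 1.46, 1.22 and 0.82. Pou5f1, which encodes OCT4, fell by 0.45 on the log2 scale (adjusted p = 0.011 from the same edgeR test), a call that was lost without PhenDC3 replicate 1. The median was between 0.48 and 0.57 with each replicate left out. It stood 0.69 above the median of random lists matched on mean expression, which a factor for each library would leave at 0. Of 10000 random lists matched on mean expression, 0% had as high a median, and of 10000 lists matched on gene length, 0.9%. These values argue against normalization, expression level and gene length as the whole cause. Sequencing batch stays open, as does a change in the share of cells in different states, which bulk RNA cannot show. The paper reports no change of OCT4 protein with PhenDC3. An effect of PhenDC3 on the pluripotency network may be proposed only as a hypothesis, since the genes did not all move the same way.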

How the results depend on the processing

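The tests with G4 of exactly 4 runs, distances from the summit, suppressed origins in all 3 controls, GENCODE promoters, neighbours of 1 condition, the replication list without Mdm2 and the deposited fold change with its sign as it stands were chosen only after the result was seen.

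The numbers of origins per class depended on the peaks taken. With the stronger part of each list, 12348 origins were common, 9371 new, 12421 suppressed and 17773 other. With equal numbers of peaks, 20601 were common and 10351 new. Looser classes gave 28714 new and 39559 suppressed origins and leave no origin in the other class, and 3711 origins were suppressed when a peak in all 3 controls was asked for. Across the 5 analyses that each left out one replicate, new origins went from 20635 to 71718, suppressed from 7412 to 30233 and other from 15439 to 27562. Fewer lists in a condition make its classes easier to enter or to leave by construction. An overlap of 50% changed no number by more than 1.5 times. The depth of the SNS-seq lists is unknown, which limits all these numbers.

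The G4-positive share of suppressed origins stayed below that of common origins under every alternative run, by differences from −18.0 percentage points within 250 bp of the centre to −35.6 away from promoters, and from −38.9 to −21.0 with each replicate left out. New origins differed from common origins by −4.84 to 3.40 percentage points with each replicate left out, below 0 only without PhenDC3 replicate 2. Without either PhenDC3 replicate, a peak in the remaining PhenDC3 list alone made an origin new. At promoters alone, new origins differed from common origins by 1.33 percentage points (Fisher's exact test, p = 0.46). Other origins went from −6.60 to 3.06, above 0 only without PhenDC3 replicate 1. The cause was not tested.

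At promoters, new origins stayed below common origins (from −6.71 to −3.71 percentage points with each replicate left out) and suppressed origins above them (from 1.63 to 16.7, and 10.4 with GENCODE promoters). Other origins went from −3.49 to 1.00, below 0 without either PhenDC3 replicate, and with equal numbers of peaks the difference was 0.0970 (Fisher's exact test, p = 0.73). The cause was not tested. The larger number of origins around suppressed than around new origins kept its direction under all 4 alternatives.

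In the RNA-seq data, the number of genes with an adjusted p of at most 0.05 lay between 4599 and 5386 under TMM, DESeq2 and the other filters on low counts, and from 3332 to 5416 with each replicate left out, fewest without PhenDC3 replicate 1, with 1709 to 2689 higher and 1623 to 2727 lower. At an absolute log2 fold change of at least 1 there were 1915, of them 1099 higher and 816 lower. Control and PhenDC3 samples with the same replicate number deviated together with correlations of 0.09, 0.54 and 0.41. Samples with different numbers had correlations between −0.46 and 0.074. Not every pair was above the threshold of 0.1, and the replicate block was used as an alternative. The sample names number the control and the PhenDC3 sample of a replicate consecutively, but no label states that they were paired. With the replicate number as a block, 7489 genes differed, 3797 of them higher. No paired analysis of the classes of SNS-seq origins was made, because control replicate 3 has no PhenDC3 partner and the classes come from no test. Regions gained and lost were compared within replicates 1 and 2.

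Of the 55 genes named by the rule, 38 kept every call with each replicate left out, 6 lost a call, 3 gained one and 8 changed sign. The latter had small changes throughout, with log2 fold changes of −0.12 to 0.052 for Zfp42, −0.21 to 0.15 for Bbc3, −0.11 to 0.043 for Cdc6, −0.22 to 0.088 for Mcm3, −0.020 to 0.13 for Mcm7, −0.21 to 0.18 for Ahctf1, −0.15 to 0.18 for Dnmt1 and −0.37 to 0.21 for Rai1. Bbc3 was at 0.011 with the replicate block, and Dnmt1 at 0.0062 with it and 0.0061 with at least 10 counts in every sample. The medians of the lists went from 0.48 to 0.57 (pluripotency), 1.03 to 1.09 (p53) and −0.21 to 0.043 (replication) with each replicate left out. Without Mdm2, the last was −0.11.

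For gene sets at promoters, the suppressed class kept a normalized enrichment score above 0 and an adjusted p of at most 0.05 under 8 alternatives. Asking for all 3 controls gave 0.954 (adjusted p = 0.69, fgsea). With each replicate left out, the score went from −1.04 to 1.24 for suppressed, from −1.19 to −1.09 for new, from 1.06 to 1.21 for common and from −1.13 to 1.17 for other origins. With the deposited table as the ranking, the common and other classes had 1.04 and 1.01, and with a background of genes with an origin in the region 1.09 and 1.07, no longer past the threshold. The common class had 1.07 with equal numbers of peaks and 1.06 with the stronger part of each list. New origins passed the threshold with looser classes, at −1.21. Camera gave an adjusted p of 0.684 for every class, and fry 0.167 for suppressed, common and new and 0.168 for other. With the deposited sign as it stands, the scores were −1.13, 1.06, −1.04 and −1.01 for suppressed, new, common and other origins, since this turns the ranking round. The cause of the other changes was not tested.

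In transcribed regions, new origins passed the threshold with the replicate block in the ranking, at 1.20. With the whole gene body, the scores were 1.61 for new, 1.37 for suppressed, 1.54 for common and 1.45 for other origins. The suppressed class had 0.988 with the deposited table as the ranking. With the deposited sign as it stands, the new, common and other classes had −1.10, −0.998 and 1.06. For genes with a promoter G4, camera gave an adjusted p of 0.092, and the score stayed between 1.07 and 1.27 under the other rankings and matching. The replicate block changed no other call of a gene set.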

Differences from the paper's values

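Suppressed origins in all 3 controls, GENCODE promoters and the deposited log2 fold change with its sign as it stands were chosen only after the result was seen.

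The paper reports 77.9% of all origins as insensitive, and 32.9% of origins were common here. The classes rest on different measures, since the paper's insensitive class includes origins whose read counts did not change significantly, whereas a common origin must have a peak in at least 2 controls and both PhenDC3 replicates. None of the alternatives set before the data were examined closed the gap, and the highest share among them was 35.8%, without PhenDC3 replicate 1. Suppressed origins were 18.4% of all origins, against about 5.1% in Fig. 3e of the paper, read by eye. The alternatives set before the data were examined gave between 9.05% and 38.9%, and none closed the gap. It closed when a suppressed origin had to have a peak in all 3 controls (3.65%), a setting chosen after seeing the data.

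The paper's supplementary data give 16.3% of suppressed origins with a G4, and 44.0% were G4-positive here. With the G4 within 250 bp of the centre, 23.9% were, which is less than 1.5 times the paper's value, but the shares of common and of all origins, close to the paper's otherwise, were then 42.0% and 40.2% against its 74% and 71.2%. With the other alternatives set before the data were examined, from 40.1% without control replicate 1 to 73.5% with a G4Hunter threshold of 1.5, the gap stayed.

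Fig. 5b of the paper shows about 32% of suppressed origins at promoters, read by eye, and 18.6% were here. The gap closed without control replicate 3 (26.8%) and with promoters on both sides of the TSS (33.5%). The latter moved common and new origins away from the paper's values of about 9% and 4%, from 8.97% and 3.47% to 17.9% and 7.04%. It stayed under the other alternatives set before the data were examined, with values between 9.34% and 18.5%. With GENCODE promoters, chosen after seeing the data, the share was 23.2%, less than 1.5 times away, while that of new origins was 6.09%, more than 1.5 times the paper's.

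The paper states that suppressed origins at promoters were significantly associated with repressed genes, and that new origins there tended toward upregulated genes without reaching significance. Here genes with a suppressed origin at the promoter had a normalized enrichment score of 1.19, toward genes higher with PhenDC3, and those with a new origin −1.06, toward lower genes. Without control replicate 1 or 2, the score of the suppressed class was −0.987 or −1.04, the direction the paper states, with adjusted p = 0.527 and 0.249 (fgsea). When the log2 fold changes of the authors' deposited table, which are control over PhenDC3, were ranked with their sign as it stands, a setting chosen after seeing the values, the scores were −1.13 for the suppressed class (adjusted p = 0.012, fgsea) and 1.06 for the new class (adjusted p = 0.288, fgsea), in the directions the paper states.

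The paper states that the distribution of G4 scores did not differ among classes and that G4 length had no significant relation to them. In pairs with a common origin, the score was higher at the suppressed origin in a share of 0.430 and at the new origin in 0.428, and the G4 was longer in shares of 0.433 and 0.417 (two-sided permutation tests of the mean rank across sites, p = 1e-05 for each, the smallest that 100000 resamples can give). The median scores differed by −0.12 and −0.04 from that of common origins.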

Other observations

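The comparison of promoter shares between control replicates, the test against the processing of the reads, the replication list without Mdm2, the test of higher values of genes with a suppressed origin at the promoter against expression level, the equal numbers of peaks in the rule for reading the splits of SNS-seq samples, and the ranking by the deposited fold change with its sign as it stands, were chosen only after the result was seen.

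The lower G4-positive share of suppressed origins was set against technical explanations. At the same peak strength in controls the difference from common origins was −37.0 percentage points, away from promoters −35.6, and at the same GC content −34.3, which argues against each of these as the whole cause. Among the 10 splits of the 5 samples into 3 and 2, 1 split, the real one, had an absent set with so low a share. The next, with control replicate 1 and PhenDC3 replicate 2 as the pair, had 44.1% against 44.0%, and with equal numbers of peaks it was lower than the real split (49.3% against 50.3%). The 8 remaining splits were higher in both cases. The rule at first used all peaks alone, by which the real split stood apart, and was extended to equal numbers after this near tie was seen. With 10 splits, an effect of PhenDC3 and a difference between these particular samples cannot be told apart. Each condition also had 1 RNase-treated library behind all its peak lists, so that an effect of that library and an effect of PhenDC3 cannot be told apart without its reads.

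The number of origins found in both PhenDC3 replicates and in no control held rank 1 among the 10 pairs of samples with equal numbers of peaks, which argues against longer lists as the cause. The peak names show 1 processing of the reads for replicate 1 of both conditions and another for replicate 2. A control and a PhenDC3 replicate processed alike shared at most 10701 regions with no other sample, against 18598 for the PhenDC3 pair, and at most 4165 against 10351 with equal numbers of peaks. This argues against the processing of the reads as the whole cause. A test planned at first, on the G4-positive share of regions gained and lost, does not bear on the number of origins and was replaced. Control replicate 3 has no PhenDC3 partner of its own kind. The RNase-treated library, 1 per condition, stays open here as well and cannot be told apart from PhenDC3.

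The larger promoter share of suppressed origins rested on control replicates 1 and 2. Where a suppressed origin had to be in control replicate 3, the difference from common origins fell from 9.58 to at most 4.64 percentage points. It was 1.83 and 1.63 without control replicates 1 and 2, and 4.64 with a peak in all 3 controls. Regions lost and gained between control replicate 3 and PhenDC3 replicates 1 and 2 differed in promoter share by 0.802 and −0.554 percentage points, whereas between control and PhenDC3 replicate 1 the difference was −8.84 and for replicate 2 −17.7. Regions shared by control replicates 1 and 2 alone were at promoters in 33.2% of cases. Sets absent from control replicate 3 and 1 PhenDC3 replicate had promoter shares of 25.2% and 20.4%, higher than that of the suppressed class. A difference between control replicates may therefore account for part of the promoter enrichment. The peak names of control replicate 3 differ from those of the other lists, carrying the label of replicate 2 and no adapter filter. A difference in the processing of its reads therefore stays open. Why control replicate 3 differs was not tested, and no biological explanation for it was tested.

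In the RNA-seq data, 1 of the 10 splits of the 6 samples, the real one, gave as many as 5135 genes with an adjusted p of at most 0.05. The other 9 splits gave 0 genes, with between 8 and 1031 genes at an unadjusted p under 0.05. With 10 splits, a share under 0.05 could not be reached, so the share of splits decides nothing. The 5135 genes in the real split, against 0 in every other split, argue against chance as the cause. So do the 50.6% of tested genes whose conditions did not overlap, where chance gives 10%. The 10 genes with most counts took between 7.70% and 11.4% of the counts in controls and between 5.67% and 6.53% with PhenDC3.

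Genes in longer transcription units were set apart to test whether a G4 ligand lowers long genes. The opposite was seen. Gene length and log2 fold change had a rank correlation of 0.20 across genes, which are not independent replicates, and the median log2 fold change went from −0.17 in the shortest of 5 equal groups of genes to 0.22 in the longest. Between replicates of the same condition, the largest absolute rank correlation of gene length with the log2 ratio was 0.332. A counting bias with gene length may therefore produce a relation of this size. At the same gene length, the number of G4 in the gene had a rank correlation of 0.0036 with the fold change, which argues against G4 in the gene body as its cause.

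Genes with a G4 within 500 bp of the TSS were enriched among genes higher with PhenDC3, with a normalized enrichment score of 1.25 (adjusted p = 2.0e-04, fgsea). The call held under fry (p = 0.016) and not under camera with an estimated correlation (p = 0.092). Promoter GC content was 61.1% with a G4 and 56.5% without. Among genes matched on promoter GC content the score was 1.07 (p = 0.027 from the gene permutation test of fgsea), which argues against GC content as the whole cause, although it may account for part of the enrichment. The median log2 fold changes of the matched genes were 0.0046 with a G4 and −0.038 without. These genes were not matched on gene length, which stays open as a cause.

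A test had been prepared for the case that genes with a suppressed origin at the promoter were lower with PhenDC3. They were not, so that this test decided nothing. Of 10000 draws of genes with another promoter origin, matched on expression, 100% had as low a median log2 fold change. The median of the suppressed set was 0.045, and the draws lay between −0.043 and 0.040, so that 0% had as high a median. This argues against expression level as the whole cause of the higher values with PhenDC3. The draws were not matched on gene length, with which the median log2 fold change went from −0.17 to 0.22, so gene length stays open. These values come from comparing genes. Without control replicates 1 and 2, the median of the class was 0.030 and 0.0021, against 0.0094 for all ranked genes. Its normalized enrichment score changed sign there, to −0.987 and −1.04.

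The authors' deposited DESeq2 table holds 15744 genes, of which 5456 have an adjusted p of at most 0.05 by the authors' calculation. Its log2 fold changes had a correlation of −0.986 across genes with those computed here, and of the 5060 genes called in both, 100% had the opposite sign. Ly6a, higher in every PhenDC3 sample, has a log2 fold change of −4.29 there, and Gbx2, lower in every PhenDC3 sample, has 5.00.

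The 19 genes of the replication list had a median log2 fold change of −0.087, at percentile 50.2 of random lists matched on expression. In this list, 2 were higher with PhenDC3 and 5 lower at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test), with the same numbers when adjusted over the list alone. Mdm2 is in the list by mistake, since the paper names it only within the name of Mtbp. Without it the median was −0.11, at percentile 43.2, with 1 higher and 5 lower, or 4 lower when adjusted over the list alone. With it, and without control replicate 3, the median was 0.043. Ticrr and Mdm2 rose, and Cdt1, Pcna, Mcm2, Rpa2 and Mcm6 fell. The calls of Mcm2, Mcm6 and Rpa2 were lost with 1 or more replicates left out.

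Among the genes the paper names, Hip1 rose by a log2 fold change of 1.19 (adjusted p = 4.8e-04, edgeR), and Actb and Gapdh had −0.72 and −0.51 (adjusted p = 0.0025 and 0.024, edgeR), the latter call being lost without control replicate 1 or 2 or PhenDC3 replicate 1 or 3. Chek1, Rai1, Xpa and Mafg had log2 fold changes of −0.24, −0.15, −0.17 and 0.30, with adjusted p between 0.13 and 0.68 (edgeR), and Rai1 changed sign without control replicate 3 (0.21). Mir466n had a count of 0 in every sample and was not tested. At the TSS of Rai1, an origin on chromosome 11 (60104238 to 60105085, mm10) had peaks in all 5 SNS-seq samples. No G4 was predicted within 500 bp of its centre. At another TSS of Rai1, a further common origin (60139039 to 60140003) also had peaks in all 5 samples. It had 3 predicted G4 within 500 bp of its centre. Suppressed origins lay within 2 kb of each TSS (60106541 to 60106777 and 60141097 to 60141572).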
